# Methyl donor S-adenosylmethionine (SAM) supplementation attenuates breast cancer growth, invasion, and metastasis *in vivo*; therapeutic and chemopreventive applications

**DOI:** 10.18632/oncotarget.23704

**Published:** 2017-12-26

**Authors:** Niaz Mahmood, David Cheishvili, Ani Arakelian, Imrana Tanvir, Haseeb Ahmed Khan, Anne-Sophie Pépin, Moshe Szyf, Shafaat A. Rabbani

**Keywords:** DNA methylation, breast cancer, metastasis, SAM, epigenetics

## Abstract

DNA hypomethylation coordinately targets various signaling pathways involved in tumor growth and metastasis. At present, there are no approved therapeutic modalities that target hypomethylation. In this regard, we examined the therapeutic plausibility of using universal methyl group donor S-adenosylmethionine (SAM) to block breast cancer development, growth, and metastasis through a series of studies *in vitro* using two different human breast cancer cell lines (MDA-MB-231 and Hs578T) and *in vivo* using an MDA-MB-231 xenograft model of breast cancer. We found that SAM treatment caused a significant dose-dependent decrease in cell proliferation, invasion, migration, anchorage-independent growth and increased apoptosis *in vitro*. These results were recapitulated *in vivo* where oral administration of SAM reduced tumor volume and metastasis in green fluorescent protein (GFP)-tagged MDA-MB-231 xenograft model. Gene expression analyses validated the ability of SAM to decrease the expression of several key genes implicated in cancer progression and metastasis in both cell lines and breast tumor xenografts. SAM was found to be bioavailable in the serum of experimental animals as determined by enzyme-linked immunosorbent assay and no notable adverse side effects were seen including any change in animal behavior. The results of this study provide compelling evidence to evaluate the therapeutic potential of methylating agents like SAM in patients with breast cancer to reduce cancer-associated morbidity and mortality.

## INTRODUCTION

Despite the advancements being made in our understanding of the biology, diagnosis, prevention, and treatment of cancer, metastasis remains the dominant cause of breast cancer-associated morbidity and mortality [1]. The 10-year survival rate for stage I/II breast cancer patients, whose cancer is localized within the breast tissue, is around 88% [2]. However, the 10-year survival rate for Stage III and IV cancer patients with metastatic spread of breast tumors is 40% and less than 10% respectively [2]. Hence, there is an urgent need for the development of novel and less toxic therapeutic strategies that can be useful to block both tumor growth and metastatic spread of cancer cells.

Tumor metastasis occurs when the cancer cells are dislodged from the primary site due to their ability to degrade the component of the extracellular matrix, invade into the blood vessels through intravasation, survive in the circulation, extravasate from the blood vessels, and finally start to proliferate as new tumors at a distant organ [3]. The highly-organized multi-step process of metastasis is regulated and driven by networks of growth factors, cytokines, adhesion molecules, and proteolytic enzymes [4]. We and others have shown that several key molecules implicated in the metastatic cascade are epigenetically regulated through DNA hypomethylation [5–7]. For example, a positive correlation between promoter hypomethylation and subsequent increase in the expression of protease-encoding urokinase plasminogen activator (*PLAU*) gene has been observed with the progression of breast and prostate cancer [8, 9]. Some other cancer-related genes that are induced by DNA hypomethylation include heparanase (*HPSE*) [10], *synuclein-γ* (*SNCG*) [11], pro-opiomelanocortin (*POMC*) [12], cadherin 3 (*CDH3*) [13], related RAS viral oncogene homolog (*R-RAS*) [14], *maspin* (also called *SERPINB5*) [15], and S100 calcium binding protein P (*S100P*) [15]. Moreover, pharmacological inhibition of methylation of non-invasive breast cancer cell lines (MCF-7, ZR-75-1) by using 5-Aza-2´-deoxycytidine increased the expression of prometastatic genes like *PLAU*, HPSE, C-X-C motif chemokine receptor 4 (*CXCR4*), and *SNCG*, and thereby transformed them into more invasive cells [16]. Therefore, it stands to reason that the use of inhibitors targeting hypomethylation to downregulate genes of the metastatic cascade may serve as a suitable anti-cancer therapeutic strategy.

The universal methyl donor SAM (also known as AdoMet) could be used in this regard as an inhibitor of demethylation/hypomethylation. SAM is a naturally occurring physiologic molecule found ubiquitously in all living cells, and functions in transmethylation, transsulfuration, and aminopropylation pathways [17]. SAM is second only to adenosine triphosphate (ATP) in terms of playing a versatile role in different types of physiological processes [18]. Currently, it is used as a preventive agent for mood disorders, fibromyalgia, and joint pain. Even though the chemical structure of SAM was first described in the 1950s by Cantoni [19], its potential use as an anti-cancer therapeutic agent has only emerged over the last two decades [20]. SAM-treatment has been found to be effective in repressing the invasiveness as well as proliferative capabilities of different types of cancer cell lines [21, 22]. We have previously shown that the anti-metastatic activity of SAM is likely due to downregulation of pro-metastatic genes like *PLAU* and matrix metalloproteinase 2 (*MMP2)* [6, 23]. SAM has been shown to inhibit angiogenesis [24], and reduce inflammation-induced colon cancer [25]. Taken together, these studies provided a strong rationale towards the possible use of SAM in cancer prevention and treatment. However, the anti-cancer effects of SAM have never been examined in a therapeutic setting for hormone-dependent malignancies like breast cancer.

In the present study, we have investigated whether blocking demethylation and promoting methylation by SAM-treatment alone could exhibit anti-tumor effects using well-established *in vitro* and *in vivo* models of breast cancer. Results from this study show that SAM-treatment causes a significant reduction in tumorigenesis and metastatic spread of breast cancer cells which can be attributed in part to the ability of SAM to impact methylation and downregulation of the expression of several important genes implicated in the metastatic cascade.

## RESULTS

### SAM-treatment suppresses cell proliferation, migration, invasion, anchorage-independent growth and potentiates apoptosis *in vitro*

Uncontrolled expansion of tumor cells through deregulated cell proliferation marks one of the critical events underlying the complexity and idiopathy of cancer cells [26]. Targeting cell proliferation has been one of the main focuses in cancer therapeutics. We, therefore, first examined the effect of SAM on the growth characteristics of two highly invasive human breast cancer cell lines MDA-MB-231 and Hs578T using our well-established experimental protocol (Figure 1A). Our results showed that treatment with two doses of SAM (100 μM and 200 μM) caused a significant dose-dependent reduction in tumor cell proliferation compared to vehicle-treated control cells, which demonstrates the anti-proliferative effect of SAM on breast cancer cells (Figure 1B). To determine whether SAM-treatment causes any adverse effect on the viability of normal non-tumorigenic cells *in vitro*, we treated normal human breast epithelial cells (HBEC) with the highest dose of SAM (200 μM) used in this study. Results from these studies showed that SAM-treatment did not cause any significant change in the percentage of viability in the treated cells compared to the control cells (Supplementary Table 2, Supplementary Figure 1). To determine the effect of SAM on cell migration, *in vitro* wound-healing capacity of control and SAM-treated (100 and 200 μM) MDA-MB-231 and Hs578T cells were assessed over a period of 48 hours from the initial scratch on the culture plate. The area of the initial scratch was similar for all the experimental groups. However, with the passage of time, control and SAM-treated cells displayed different migratory profiles during wound healing in both the cell lines. SAM treatment caused a significant dose-dependent decrease in the migratory ability of both breast cancer cell lines as compared to vehicle-treated control cells; effects which were most pronounced at 48 hours after the initial scratch (Figure 1C).

**Figure 1:**
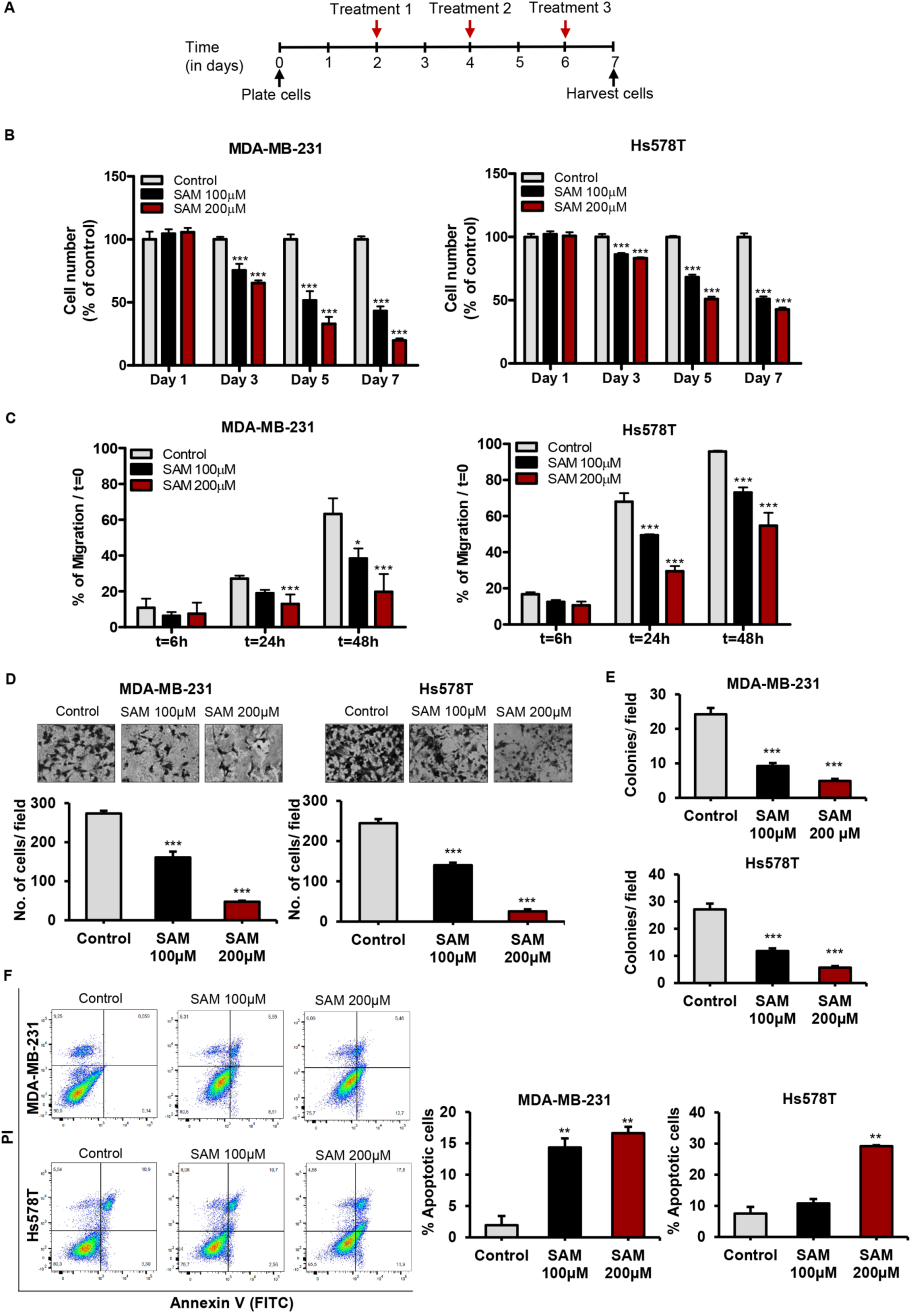
Effect of S-adenosylmethionine (SAM) on breast cancer cell proliferation, migration, invasion, anchorage-independent growth, and apoptosis *in vitro* **(A)** Schematic diagram of the treatment strategy for all the *in vitro* experiments. Human breast cancer cells MDA-MB-231 and Hs578T were treated with SAM (100 and 200 μM) by directly adding it to regular growth medium every other day from day 2 until they were harvested. **(B)** Human breast cancer cells MDA-MB-231 and Hs578T were plated in 6-well plates and treated with vehicle alone as control or SAM (100 and 200 μM). Cell growth rate in each group was determined on day 1, 3, 5, and 7 by Coulter counter as described in Methods. Results are shown as bar graphs of data obtained from three different experiments. **(C)** Wound healing assay for determining the migration capacity of the cells was carried out by making a cross-like scratch on the plate when they reached 90% confluency. Control and SAM (100 and 200 μM) treated cells were grown in culture media containing 2% FBS and migrating cells were photographed and recorded at different time points, and percentage of wound healing with respect to initial scratch (T0) was calculated using the equation described in ‘Supplementary Materials’. The results are represented as bar graphs obtained from three experiments. **(D)** Boyden chamber Matrigel invasion assay was used to measure the invasiveness of control and SAM-treated (100 and 200 μM) MDA-MB-231 and Hs578T cells. The cells were placed in the upper chamber, and conditioned media used as ‘chemoattractant’ was added into the lower chamber. Following an incubation period of 18 hours, the invasion process was stopped and the invaded cells from control and 100 and 200 μM SAM-treated groups were fixed, stained and randomly selected fields were counted under the microscope and averaged. Representative image of one randomly selected field for each treatment for both cell lines along with the number of cells invaded per field are shown. **(E)** After the usual treatment regimen, 5 × 10^3^ cell from control and SAM-treated (100 μM and 200 μM) groups were plated onto soft agar for anchorage-independent growth assay. The culture media was replenished every other day for two weeks, and the number of colonies was counted. **(F)** Apoptosis was determined by flow cytometry after staining the control and SAM-treated cells with Annexin V/propidium iodide. Representative contour plots of annexinV-FITC staining of apoptotic cells vs. PI staining for both control and SAM-treated (100 μM) cells are shown. The bar graphs on the right panels show the total percentages of apoptotic cells for different treatments. Results are presented as the mean ± SEM from control and SAM-treated experimental cells. Significant differences were determined using ANOVA followed by *post hoc* Bonferroni test and are represented by asterisks (^*^P < 0.05; ^**^P < 0.01, and ^***^P < 0.001).

We next investigated whether SAM could suppress the invasiveness of MDA-MB-231 and Hs578T cells using Boyden chamber Matrigel invasion assay. Our *in vitro* data suggested that SAM-treatment caused a significant dose-dependent decrease in tumor cell invasion of both cell lines (Figure 1D).

We also evaluated the effect of SAM on anchorage-independent growth which is a hallmark of carcinogenesis *in vitro*. The ability of tumor cells to form colonies in soft agar allows for semi-quantitative evaluation of cellular transformation under different experimental conditions [27]. We observed a significant dose-dependent reduction of anchorage-independent growth by comparing the number of colonies formed by the control and SAM-treated (100 μM and 200 μM) cells from both cell lines (Figure 1E).

Next, to determine the effect of SAM on programmed cell death, an annexin V/PI apoptosis assay was performed using flow cytometry. As shown in Figure 1F, treatment with 200 μM of SAM caused a significant increase in the percentage of apoptotic cells in both cell lines as compared to the controls. To elucidate the potential mechanism of apoptosis, we determined the expression of anti-apoptotic Bcl-2 protein in control and experimental cells using Western blot analysis. These results a significant reduction in the expression of Bcl-2 in MDA-MB-231 cells treated with SAM as compared to the control cells (Supplementary File 1, Supplementary Figure 2). Results from these studies are consistent with the hypothesis that SAM mediates its apoptotic effects via suppressing anti apoptotic pathways such as the Bcl-2 signaling pathway. These results are in agreement with similar effects of SAM on other cancer cell types [28].

### SAM-treatment reduces tumorigenesis and metastasis in MDA-MB-231 xenograft mouse model

Next, we moved to the principal aim of this study i.e. to assess the therapeutic potential of SAM in a xenograft model of breast cancer. MDA-MB-231-GFP cells were inoculated into the fat pad of the fourth mammary gland of immunodeficient female CD-1 nude mice, and the animals were treated with either vehicle only or two different doses (40 and 80 mg/kg/day) of SAM via daily oral gavage. A schematic representation of the treatment strategy is shown in Figure 2A. All the animals from vehicle-treated control, as well as the group receiving lower dose of SAM (40 mg/kg/day), developed primary tumors starting from week 5 which continued to grow until the sacrifice of animals at week 10 post tumor cell inoculation. In contrast, 3 out of 10 animals treated with higher dose of SAM (80 mg/kg/day) did not grow any primary tumor during the ten weeks of this study (Figure 2B). The treatment regimen using two different doses of SAM (40 and 80 mg/kg/day) via daily oral gavage showed a significant dose-dependent reduction in tumor volume as compared to the vehicle-treated control group (Figure 2C, Supplementary File 1, Supplementary Figure 3). SAM-treatment also showed a significant reduction in the weight of extirpated tumor compared to the controls after the sacrifice of all animals at week 10 (Supplementary File 1, Supplementary Figure 4). We did not observe any significant difference in the overall body weight of control and SAM-treated animals throughout the study (Supplementary File 1, Supplementary Figure 5).

**Figure 2:**
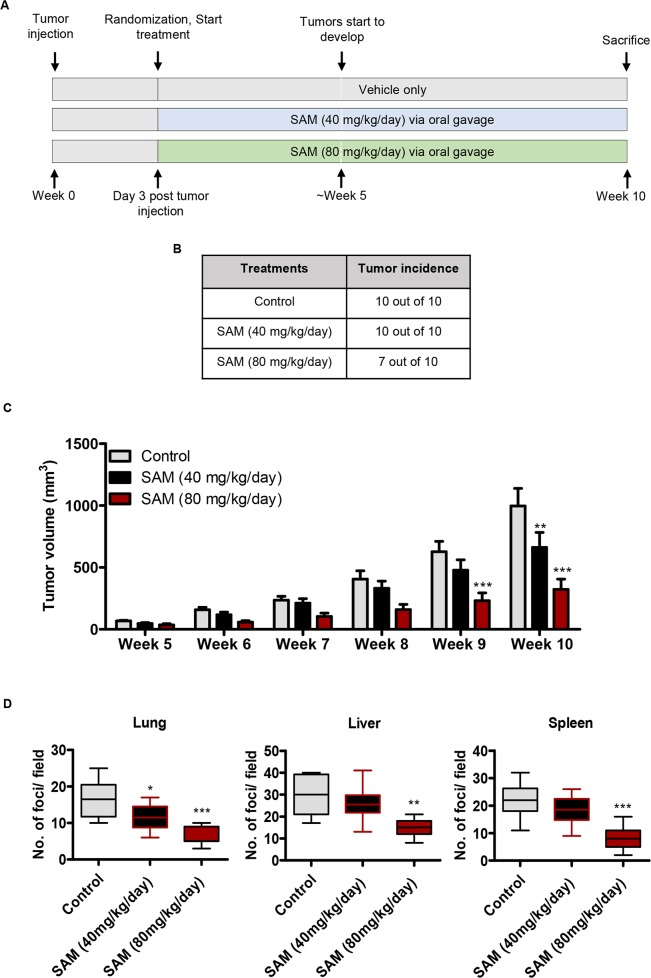
Effect of SAM on MDA-MB-231 tumor growth and metastasis **(A)** Schematic representation of SAM-treatment in MDA-MB-231 tumor xenograft mice. Female CD1 mice inoculated with MDA-MD-231-GFP cells via orthotopic route were randomized, and treatment with SAM at different doses was started from day three post tumor cell inoculation. Animals were treated daily with vehicle alone or SAM (40 mg/kg/day or 80 mg/kg/day) via daily oral gavage. **(B)** Tabular representation of the incidence of tumor in control and two experimental groups. **(C)** Tumor volume was determined at weekly intervals from week 5 when the animals started to develop tumors. Treatment with SAM caused a significant dose-dependent decrease in tumor growth. Results are representative of mean ± SEM of tumor volumes obtained from at least seven animals per group. Significant differences were determined using ANOVA followed by *post hoc* Bonferroni test and are represented by asterisks. (^**^P < 0.01; ^***^P < 0.001). **(D)** To evaluate the effect of SAM on tumor metastasis, control and SAM (40 and 80 mg/kg/day) treated animals were sacrificed at week 10 and different organs (lung, liver, spleen) were collected. Organ slices of 1-mm thickness were mounted on a glass slide, and the GFP-positive foci were examined under the fluorescent microscope. Ten randomly selected slides were counted and averaged to determine the GFP-positive metastatic foci in each organ. Significant differences were determined using ANOVA followed by *post hoc* Bonferroni test and are represented by asterisks. (^*^P < 0.05; ^**^P < 0.01, and ^***^P < 0.001).

We then assessed the anti-metastatic potential of SAM treatment. Lung, liver, and spleen of control and experimental animals were collected after sacrifice, and the number GFP-positive metastatic foci were counted. Experimental animals treated with 80mg/kg/day of SAM via daily oral gavage showed a significant reduction in the number of GFP-positive metastatic foci in lung, liver, and spleen as compared to vehicle-only controls (Figure 2D). However, the treatment with low dose of SAM (40mg/kg/day) didn't show anti-metastatic properties in all the organs (Figure 2D). Hence, further analysis was performed on the high dose (80 mg/kg/day) of SAM receiving group.

### SAM-treatment differentially regulates genes implicated in cancer progression and metastasis

We first evaluated the transcriptomic changes of MDA-MB-231 cells upon SAM-treatment. For that, we carried out microarray-based gene expression profiling (Affymetrix Human Gene 2.0 ST Array) using three independent sets of control and 200 μM SAM-treated RNA samples. 

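MDA-MB-231 is an established line of human triple-negative breast cancer cells, and SAM is S-adenosylmethionine, the methyl donor of the cell. A total of 6 arrays carry these data, 3 from control cells and 3 from cells given 200 μM SAM. In the paper's schematic of its in vitro experiments (Figure 1A), cells were treated 3 times, on days 2, 4 and 6, and collected on day 7. The sample labels call the control cells untreated, whereas the paper describes the controls of its in vitro experiments as vehicle-treated. The authors computed the deposited values with RMA in the oligo package (background correction, quantile normalization and a summary for each transcript cluster), so each value is a log2 signal intensity, and the methods state no filter on dim transcript clusters. The deposited table holds 53617 transcript clusters. This count includes 3575 with an ID below the lowest one in the platform annotation, and whether these are control probe sets and not transcript clusters is not known here. The platform annotation gives 1 gene symbol for 16098 of them (14884 different symbols) and none for 37519, and a further 115 could be named through Table S2 of the paper. The median signal was 4.75 to 4.83 in the control arrays and 4.83 to 4.85 in the SAM arrays. Control replicate 1 had a mean correlation of 0.964 with the other arrays across transcript clusters, against 0.974 to 0.98 for the rest. The paper took control and SAM RNA from 3 independent experiments, so the arrays may be paired by experiment. Deviations from the group mean correlated at -0.00267, -0.0748 and 0.109 between arrays of the same number, and at -0.139 to 0.112 between those of different numbers. With so few arrays these values cannot decide whether the replicate numbers mark pairs. From these values, SAM was compared with Control by limma's moderated test on all transcript clusters without a block. The thresholds were those of the paper's methods, an unadjusted P under 0.01 and an absolute fold change over 1.5, and P was also adjusted by the Benjamini-Hochberg method. For arrays, the number of replicates (n = 3 in each group) limits the precision.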

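CPA4, KLRC3 and other transcript clusters passed both thresholds in SAM-treated against control MDA-MB-231 cells, though none did so at an adjusted p under 0.05 in limma. CPA4, which encodes a secreted carboxypeptidase, was 2.28-fold higher in SAM-treated cells (log2 fold change 1.19, SE 0.15, n = 3 arrays in each group, adjusted p = 0.508 from limma). KLRC3, a gene best known as a receptor of natural killer cells, was lower, with a log2 fold change of -0.99 (SE 0.14, adjusted p = 0.508 from limma). In total, 582 of the 53617 transcript clusters passed both thresholds, 131 of them with an ID below the lowest annotated one. Of these, 111 are named by the platform annotation, 102 only by Table S2, and 369 are unnamed here. At least a 2-fold change was seen in 143 of them. In all 582 the 3 SAM arrays lay on one side of the 3 Control arrays, as they did in 15.1% of all transcript clusters, where chance gives 10% (exact permutation test, two-sided p = 0.1 for each, the smallest p that 3 arrays against 3 allow). The calls include 393 of the 476 transcript clusters of Table S2. None (0) reached an adjusted p under 0.05 in limma (lowest adjusted p 0.245), and 4285 had an unadjusted P under 0.05, where chance gives 2681. Arrays simulated with the same spread and no change gave 400 transcript clusters past both thresholds; without Control replicate 2 the arrays gave 934, and 193 of the 582 passed whichever array was left out.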

We found that 476 microarray mRNAs were significantly altered in SAM-treated samples compared to controls (|fold change|>1.5 and *P*<0.01). 

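In SAM-treated MDA-MB-231 cells, 249 transcript clusters were higher and 333 were lower than in control cells past both thresholds. Among the 10 named genes with the largest increases were IL11, a cytokine of the interleukin 6 family (log2 fold change 1.20, SE 0.31), and the microRNA gene MIR500A (1.14, SE 0.26). RNA5SP249, a 5S ribosomal RNA pseudogene, had a log2 fold change of 1.40 (SE 0.31), the olfactory receptor gene OR2T35 one of 1.13 (SE 0.23), and the small nucleolar RNA gene SNORA22 one of 1.06 (SE 0.29). LOC100240734 rose by 1.21 (SE 0.30) on the log2 scale in its brighter transcript cluster and had a log2 fold change of 0.22 (SE 0.16) in its other one, which did not pass. Among the 10 with the largest decreases was CD24, a surface glycoprotein with near-identical pseudogene copies, with a log2 fold change of -1.19 (SE 0.34). The organic anion transporter genes SLCO4C1 and SLCO4A1 fell by 1.16 (SE 0.31) and 1.03 (SE 0.23) on the log2 scale. The histone gene HIST1H2BM fell by 1.15 (SE 0.29), the ribosomal protein pseudogene RPS15AP10 by 1.13 (SE 0.29) and the long noncoding RNA NEAT1 by 1.04 (SE 0.17). A transcript cluster that Table S2 names by an identifier and not a symbol (log2 fold change -1.06, SE 0.275) and the dimmer one of SCD are not among these 10. Among the increases and decreases named here, some were dim. OR2T35, RNA5SP249, RPS15AP10 and AGR2 had mean log2 signals of 3.9, 4.71, 4.22 and 4.73, under the median of each array (4.75 to 4.85). Of the 111 calls named by the platform annotation, 24 were higher and 87 lower (78.4% lower), against 188 higher and 181 lower among the 369 unnamed calls (49.1% lower). For the calls named by the platform annotation the percentage was 66 without Control replicate 1 and 62.1 after cyclic loess normalization, which was chosen after seeing the data. Without Control replicate 2 the counts were 420 higher and 514 lower. Leaving out any one array kept 3 of the 10 increases (CPA4, OR2T35 and TFPI2) and 6 of the 10 decreases (HAS2, AGR2, SOX4, NEAT1, HMGCS1 and SLCO4A1) past both thresholds; the calls of IL11 and CD24 each ended without any of 4 of the 6 arrays (log2 fold change 1.08 and -1.14 without SAM replicate 1), and without Control replicate 1 the log2 fold change of CD24 was -0.76, still past both thresholds.

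**Figure D1:**
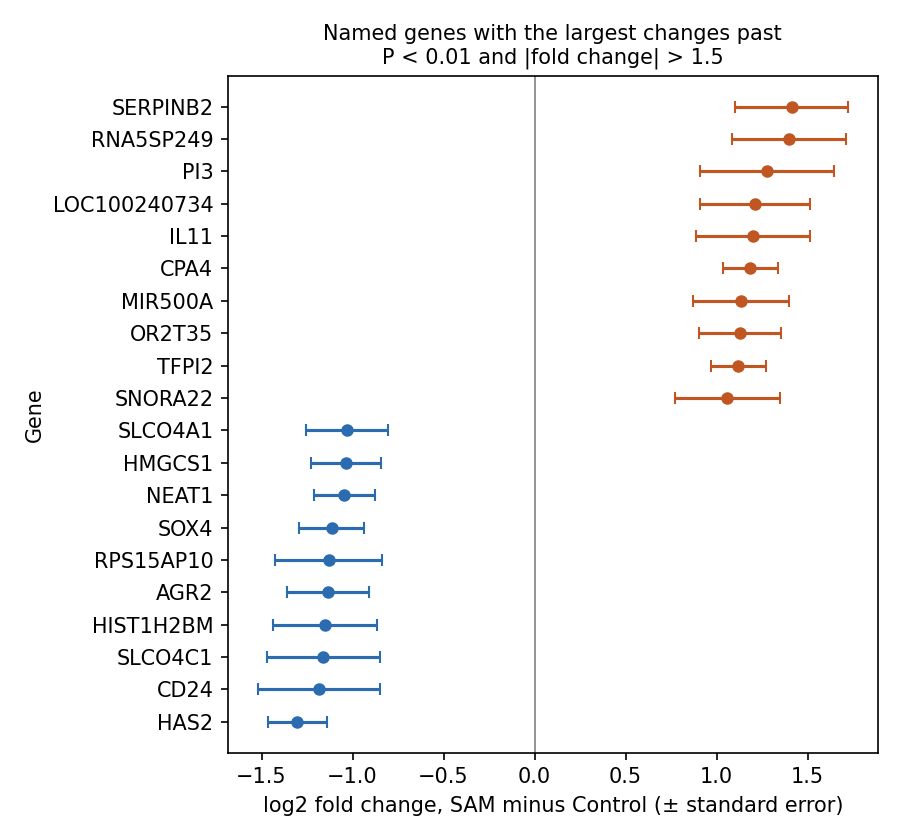
Log2 fold change (SAM minus Control, horizontal axis) of the 10 named genes with the largest increases and the 10 with the largest decreases past both thresholds, with standard errors as bars (n = 3 arrays in each group). Of the genes shown, SERPINB2 has the largest increase (1.41) and HAS2 the largest decrease (-1.30). Over all 582 calls the largest changes were 5.69-fold higher and 4.6-fold lower, in transcript clusters without a gene name here.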

A total of 231 microarray mRNAs were upregulated and 245 microarray mRNAs were downregulated in the SAM-treated samples when compared with control (Supplementary Table 2). Hierarchical clustering of top 50 most significantly changed microarray mRNAs are shown in Figure 3A.

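The paper names 30 genes for these cells in its text and in Figures 3A and 3C, and 26 of them have a transcript cluster with a name. Of the 26, 19 were lower and 4 were higher in SAM-treated cells past both thresholds, and 3 did not pass. ITPR3, a calcium release channel of the endoplasmic reticulum, fell from a log2 signal of 8.92 ± 0.036 to 8.13 ± 0.14 (SD, n = 3 arrays in each group). ARRDC3, an arrestin family gene, fell from 9.25 ± 0.11 to 8.47 ± 0.19 (SD, n = 3), and EDIL3, an integrin ligand of the extracellular matrix, from 8.94 ± 0.037 to 8.18 ± 0.18 (SD, n = 3). The log2 fold change was -0.90 (SE 0.16) for the ankyrin gene ANK2, -0.82 (SE 0.15) for the protocadherin gene PCDHB14 and -0.75 (SE 0.13) for the cadherin gene CELSR1. MIR21, the gene of a microRNA abundant in many tumors, had a log2 fold change of -0.72 (SE 0.13). GGT5, SLC6A9 and SNTB1 fell by 0.78, 0.79 and 0.74 on the log2 scale. Next to CPA4 and TFPI2, the diacylglycerol kinase gene DGKK (0.74, SE 0.13) and SERINC2 (0.72, SE 0.13) were the higher ones. In limma the adjusted p of these genes lay between 0.508 and 0.517, and all 23 passed both thresholds whichever array was left out. The heat map genes were chosen by the study on these same arrays, 10 of the 26 are named only through Table S2, and their direction is therefore no independent evidence.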

**Figure 3:**
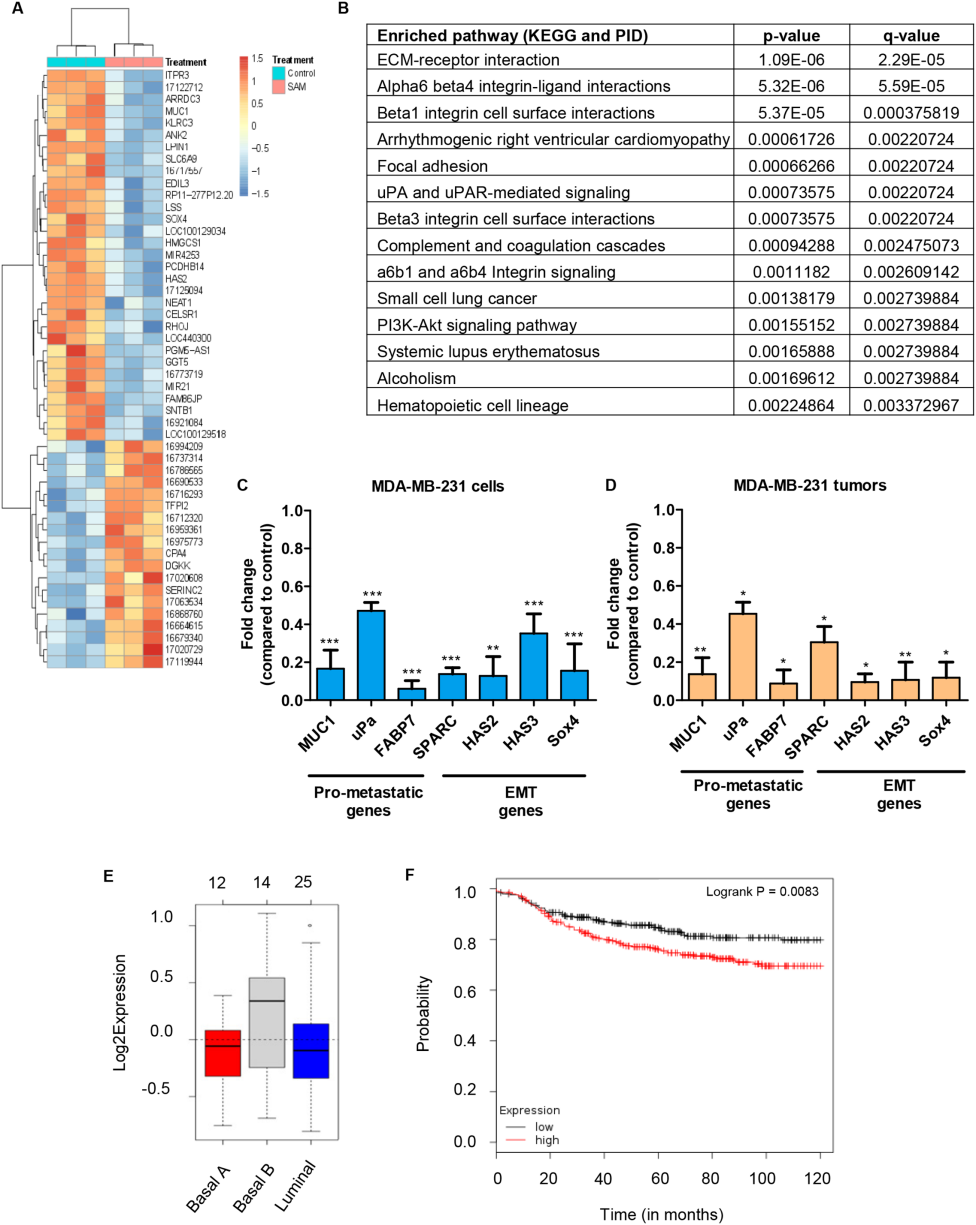
Gene expression analysis of MDA-MB-231 cells and tumors treated with SAM **(A)** MDA-MB-231 cells from control and SAM-treated (200 μM) group were subjected to Affymetrix array and the heat map of the most differentially expressed genes are shown (n=3 in each group). **(B)** Pathway analysis (from KEGG and PID database) of the genes that are differentially expressed upon SAM-treatment. **(C)** Selected genes differentially regulated by SAM were validated by quantitative real-time PCR (qPCR) in MDA-MB-231 cells. Results are shown as mean ± SEM of at least three independent experiments. (^**^P < 0.01, and ^***^P < 0.001). **(D)** RNA obtained from the tumor of control and 80 mg/kg/day SAM-treated animals were subjected to qPCR for the same set of genes that showed downregulation by SAM *in vitro*. Results are shown as mean ± SEM of at least three independent animals per group. (^*^P < 0.05 and ^**^ *P* < 0.01). **(E)** Gene Set Analysis (GSA) representing the expression of these genes in human breast cancer cell lines. **(F)** Kaplan-Meier plot of distant metastasis free survival from a dataset of 664 breast cancer patients categorized according to the expression of the seven down-regulated genes in Figure 3D.

Next, we analyzed the signaling pathways that were significantly altered upon SAM-treatment. The enriched pathway analysis of differentially regulated genes in breast cancer was performed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) and Pathway Interaction Database (PID) databases. 

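Most measured genes of cholesterol and fatty acid synthesis had a negative log2 fold change in SAM-treated cells, and few passed both thresholds. Of 25 genes of cholesterol synthesis and uptake, 17 had a transcript cluster with a name, and all 17 had a negative log2 fold change (median -0.31). HMGCS1, a synthase early in this pathway, fell from a log2 signal of 7.76 ± 0.29 to 6.72 ± 0.25 (SD, n = 3), and INSIG1, a sterol sensor that holds back the activation of this pathway, from 9.47 ± 0.05 to 8.52 ± 0.38 (SD, n = 3). These 2 passed both thresholds and 15 did not (2 also when adjusted over the list alone). LSS, which only Table S2 names, fell by 0.86 (SE 0.16) on the log2 scale. Of 18 genes of fatty acid synthesis, 16 were measured, 12 with a negative and 4 with a positive log2 fold change (median -0.32), and 3 were lower and 13 did not pass (4 lower when adjusted over the list alone). The 3 were the desaturase gene SCD (-0.75, SE 0.16, and -1.06, SE 0.14, in its dimmer transcript cluster), the phosphatidate phosphatase gene LPIN1 (-0.67, SE 0.11) and the transcription factor gene SREBF1 (-0.63, SE 0.17, -0.54 and no longer past the thresholds without SAM replicate 1, as without 3 other arrays). The cholesterol list had an adjusted p of 1.76e-06 in limma's camera test, and an adjusted p = 0.393 with an estimated correlation. For the fatty acid list these were 4.72e-04, and an adjusted p = 0.313 with an estimated correlation. Among the lower calls, the cholesterol list was over-represented at an adjusted p of 0.0295 and the fatty acid list at 0.00159 (one-sided Fisher's exact test). Both lists were prompted by Table S2, where each of their called members had been seen. Neither their direction nor their over-representation is therefore independent evidence. Of 20 lists tested, 6 passed an adjusted p of 0.05 in the camera test, and 0 did with an estimated correlation; limma's fry test passed 3, those of fatty acid synthesis, mesenchymal markers and tumor suppressors, and not the cholesterol list (adjusted p = 0.0683), and 8 lists were over-represented among calls. The databases of Figure 3B were not analysed here.

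**Figure D2:**
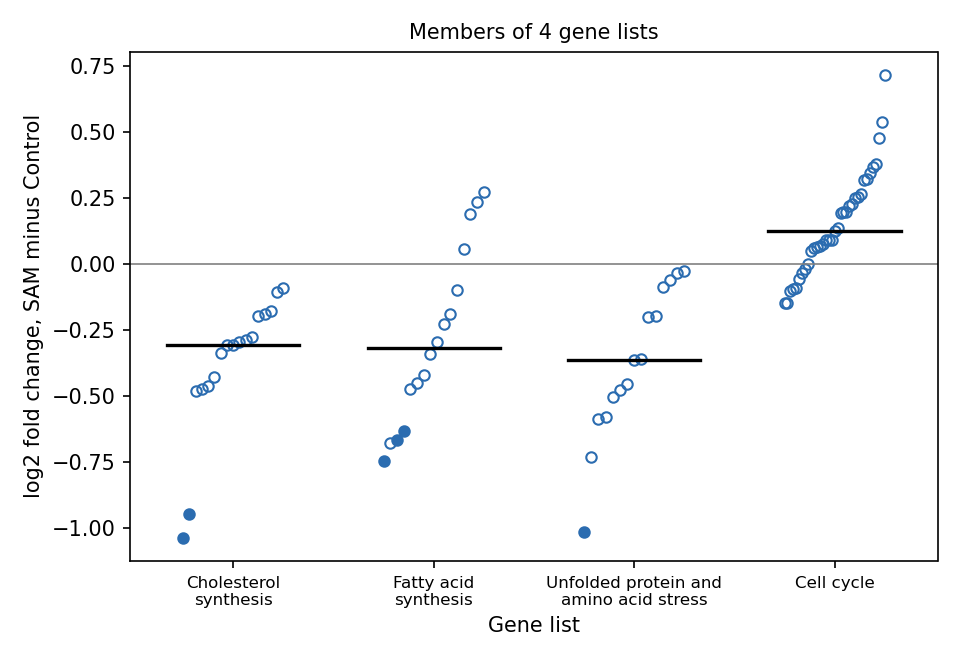
Log2 fold change (SAM minus Control, vertical axis) of each measured member of 4 gene lists (horizontal axis), ordered within each list. Filled points passed both thresholds, open points did not, and black lines are medians (-0.31 for cholesterol synthesis, -0.32 for fatty acid synthesis, -0.36 for the unfolded protein and amino acid stress response and 0.12 for the cell cycle; without Control replicate 2 the medians of these 2 lists were -0.15 and -0.03).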

Our analysis showed that 14 pathways were significantly changed upon SAM-treatment (Figure 3B). Interestingly, most of the pathways that were altered by SAM-treatment have strong implication in cancer progression and metastasis.

To gain further insight into the biological processes affected by the genes that are differentially expressed upon SAM-treatment, we used WebGestalt [29] (Supplementary File 1, Supplementary Figure 6). 

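Several inhibitors of proteases were higher in SAM-treated MDA-MB-231 cells. TFPI2, a Kunitz-type inhibitor of plasmin and other serine proteases, rose from a log2 signal of 7.96 ± 0.23 to 9.08 ± 0.09 (SD, n = 3 arrays in each group), and SLPI, an inhibitor of leukocyte elastase, from 6.71 ± 0.23 to 7.54 ± 0.3 (SD, n = 3). TIMP4, an inhibitor of matrix metalloproteinases, fell by 0.61 (SE 0.16) on the log2 scale. Of 53 endopeptidase inhibitor genes, 22 had a transcript cluster with a name in the platform annotation, of which 2 were higher, 1 was lower and 19 did not pass (3 passed when adjusted over the list alone). A further 4 are named only by Table S2, which lists them as changed. Of these, SERPINB2, an inhibitor of urokinase (log2 fold change 1.41, SE 0.31), PI3, the elastase inhibitor elafin (1.28, SE 0.37), and SERPIND1, a thrombin inhibitor (0.77, SE 0.22), were higher, and SERPINF2, an inhibitor of plasmin, was lower (-0.76, SE 0.21). The list was over-represented among the 24 genes called higher, with 2 observed and 0.0355 expected by chance (adjusted p = 0.00753, one-sided Fisher's exact test). As a whole it did not differ from other genes in the camera test of limma (median log2 fold change 0.06, adjusted p = 0.813). Of 13 genes of the urokinase system, 6 were measured, with TFPI2 higher and 5 not past both thresholds (median log2 fold change -0.15, camera adjusted p = 0.813; 2 passed when adjusted over the list alone); this 1 gene gave an over-representation at an adjusted p of 0.0482 (one-sided Fisher's exact test). Both lists were prompted by Table S2 and Figure 3B, and their higher calls, TFPI2 and SLPI, had been seen in Table S2. Neither their direction nor their over-representation is therefore independent evidence. Leaving out 1 array ended the call of SLPI for 3 of the 6 arrays (log2 fold change 0.67 without SAM replicate 3), of TIMP4 for 4 (-0.59 without SAM replicate 1), of SERPINB2 for 1 (1.30 without SAM replicate 1), of PI3 for 5 (1.15 without SAM replicate 3), of SERPIND1 for 4 (0.57 without Control replicate 3) and of SERPINF2 for 4 (-0.56 without SAM replicate 2), and kept that of TFPI2.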

Our analysis showed that the top biological process identified to be overrepresented by the genes upregulated by SAM-treatment functions in the negative regulation of endopeptidases (*P*=2.0 × 10^−7^; FDR=1.59 × 10^−3^). In contrary, the top hit for the genes downregulated by SAM is associated with positive regulation of cell-substrate adhesion (*P*=2.5 × 10^−6^; FDR=3.2 × 10^−2^). This further implies that SAM, through some unknown but surprisingly explicit mechanisms, plays a crucial role in regulating genes involved in tumor progression and metastasis.

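Genes of integrins and of the matrix proteins they bind were found among the lower calls. FN1, the gene of fibronectin, fell from a log2 signal of 9.78 ± 0.3 to 8.96 ± 0.13 (SD, n = 3), and AGRN, the gene of the basement membrane proteoglycan agrin, from 7.23 ± 0.19 to 6.6 ± 0.091 (SD, n = 3). THBS1, the gene of thrombospondin 1, rose by 0.72 (SE 0.20) on the log2 scale. Of 65 genes of integrins and matrix ligands, 19 had a transcript cluster with a name in the platform annotation, of which 2 were lower, 1 was higher and 16 did not pass (3 passed when adjusted over the list alone). The list was over-represented among the 80 genes called lower (2 observed, 0.102 expected, adjusted p = 0.0307, one-sided Fisher's exact test), but its median log2 fold change was -0.05 and its adjusted p 0.709 in limma's camera test. The 19 measured members held no integrin, laminin or collagen gene, so these tests do not cover those genes. This list was prompted by Figure 3B and Table S2, so its over-representation is not independent evidence. The 5 members that only Table S2 names were all lower. These were the integrin genes ITGB4 (log2 fold change -0.995, SE 0.22), ITGA3 (-0.69, SE 0.16) and ITGA6 (-0.59, SE 0.14) and the laminin genes LAMA5 (-0.68, SE 0.15) and LAMA3 (-0.64, SE 0.14). They have a name here because Table S2 lists them as changed, so their direction is not independent evidence. Leaving out 1 array ended the call of ITGB4 for 2 of the 6 arrays (log2 fold change -0.85 without SAM replicate 1), of ITGA3 for 2 (-0.56 without the same array), of ITGA6 for 3 (-0.48), of LAMA5 for 1 (-0.55) and of LAMA3 for 1 (-0.55 without Control replicate 1). The call of FN1 was kept whichever array was left out, whereas AGRN did not pass without Control replicate 1 (log2 fold change -0.53) or SAM replicate 1 (-0.59), nor THBS1 without SAM replicate 3 (0.64) or any of 3 other arrays.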

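Most measured markers of mesenchymal cells (12 of 14) and of epithelial cells (16 of 21) had a negative log2 fold change in SAM-treated cells, but few passed both thresholds. Of 26 mesenchymal markers, 14 had a transcript cluster with a name, of which 3 were lower (HAS2, SOX4 and FN1), none (0) was higher and 11 did not pass (3 lower when adjusted over the list alone; at an unadjusted P under 0.05 in limma there were 4). The median log2 fold change was -0.24, and the list had an adjusted p of 1.71e-04 in the camera test and an adjusted p = 0.313 with an estimated correlation. TGFBR2, a receptor of TGF-β that only Table S2 names, fell by 0.60 (SE 0.16) on the log2 scale and did not pass without any of 4 of the 6 arrays (-0.50 without Control replicate 2). Of 27 epithelial markers, 21 were measured, of which AGR2, a protein disulfide isomerase of secretory epithelia (log2 fold change -1.13, SE 0.22), and CD24 were lower and 19 did not pass (1 lower when adjusted over the list alone). Their median was -0.22, with an adjusted p of 0.00849 in the camera test and an adjusted p = 0.447 with an estimated correlation; the call was lost without Control replicate 2 (median -0.135, adjusted p = 0.152) and with the dimmer transcript clusters left out (adjusted p = 0.176). Both lists were over-represented among the lower calls, at adjusted p of 0.00159 and 0.032 (one-sided Fisher's exact test). HAS2 and SOX4 are genes that the study chose on these same arrays, and both lists were written after Table S2 had been read, so this is not independent evidence. Of 29 matrix metalloproteinase and ADAM genes, 21 were measured, with 1 lower and 20 not past both thresholds (median -0.06, camera adjusted p = 0.813; 0 when adjusted over the list alone and 3 at an unadjusted P under 0.05 in limma). The lower one was ADAM8, a membrane metalloproteinase (-0.59, SE 0.16, -0.53 and no longer called without SAM replicate 3, as without 3 other arrays). MMP3, stromelysin 1, which only Table S2 names, rose by 0.96 (SE 0.21). Of 11 genes of hyaluronan metabolism, 8 were measured and 1, HAS2, was lower (1 also when adjusted over the list alone; median 0.10, mean -0.04, camera adjusted p = 0.709); the hyaluronan receptor gene CD44 had a log2 fold change of 0.41 (SE 0.14) and did not pass. Of 10 cancer-related genes that the paper's introduction names, some of them as prometastatic, 5 were measured and 0 passed both thresholds (2 at an unadjusted P under 0.05 in limma; camera adjusted p = 0.813), among them the chemokine receptor gene CXCR4 (-0.44, SE 0.15) and the heparanase gene HPSE (0.31, SE 0.13). PLAU and MMP2 were not among the 5 measured. The introduction names the downregulation of genes like these as a likely cause of SAM's anti-metastatic activity. The paper then draws on the pathways of Figure 3B and the biological processes over-represented among the upregulated and downregulated genes. From these it reasons that SAM, by a mechanism not yet known, has a part in regulating genes of tumor progression and metastasis.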

Next, some of the genes identified through the expression array (*HAS2, Sox4, MUC1*) along with selected genes (*PLAU, SPARC, FABP7, HAS3*) implicated in cancer progression and metastasis were subjected to quantitative polymerase chain reaction (qPCR) analysis using the total RNA from control and 200 μM SAM-treated MDA-MB-231 cells. 

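HAS2, SOX4 and MUC1 were lower on the arrays of SAM-treated cells, and HAS3 did not pass the thresholds. HAS2, the gene of a hyaluronan synthase (chromosome 8 of GRCh38, 121612116 to 121641440), had a log2 signal of 7.23 ± 0.082 in control and 5.92 ± 0.27 in SAM-treated cells (SD, n = 3 arrays in each group). This is a log2 fold change of -1.30 (SE 0.16, adjusted p = 0.508 from limma). SOX4, a transcription factor gene (chromosome 6, 21593751 to 21598619), fell from 8.35 ± 0.22 to 7.24 ± 0.24 (SD, n = 3), with a log2 fold change of -1.11 (SE 0.18, adjusted p = 0.517 from limma). MUC1, the gene of a membrane mucin (chromosome 1, 155185824 to 155192915), fell from 6.2 ± 0.12 to 5.52 ± 0.085 (SD, n = 3), with a log2 fold change of -0.69 (SE 0.13, adjusted p = 0.517 from limma). Its transcript cluster carries a name only through Table S2. For each of these 3 genes all SAM arrays lay below all control arrays (exact permutation test, two-sided p = 0.1, the smallest possible), and the call was kept whichever array was left out. The study picked these 3 genes from these same arrays, and the groups do not overlap in any of the 582 calls. Neither result is therefore independent evidence. HAS3, another hyaluronan synthase gene (chromosome 16, 69083484 to 69118719), had a signal of 5.98 ± 0.24 in control and 6.14 ± 0.027 in SAM-treated cells (SD, n = 3). Its log2 fold change was 0.16 (SE 0.15, 95% interval -0.20 to 0.51, adjusted p = 0.782 from limma). PLAU, SPARC and FABP7 have no transcript cluster with a name here, so no array value is given for them.

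**Figure D3:**
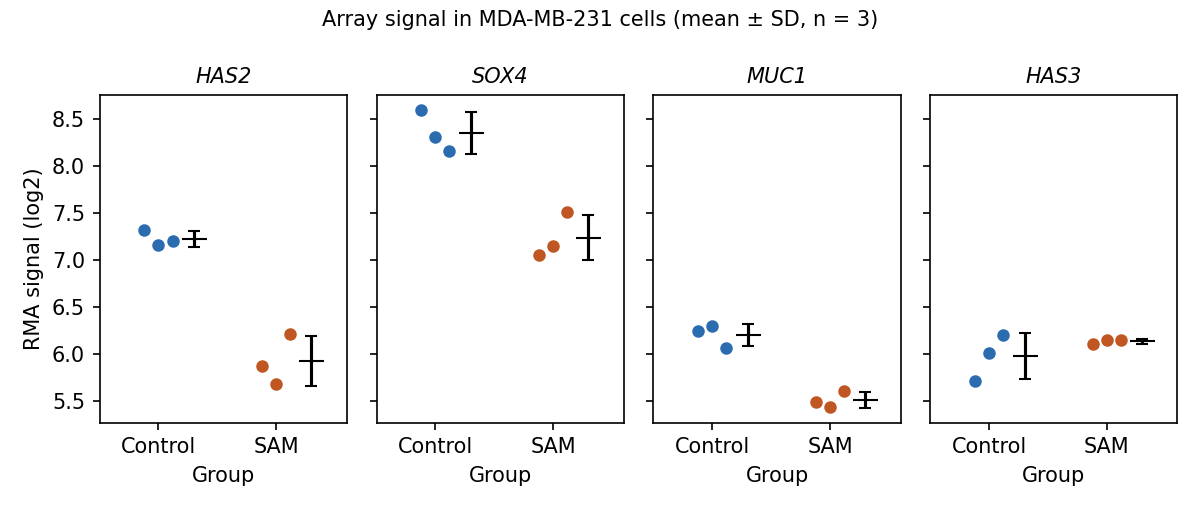
Array signal (log2, vertical axis) of HAS2, SOX4, MUC1 and HAS3 in each of 3 control and 3 SAM-treated cultures (points), with the mean and SD beside them (black). HAS2 lies between 7.16 and 7.32 in control and between 5.68 and 6.21 in SAM-treated cells, and the HAS3 values of both groups overlap.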

In experimental cells treated with SAM, a marked decrease in the expression of these genes was observed compared to vehicle-treated control cells (Figure 3C).

Next, RNA of primary tumors from control and experimental animals treated with 80 mg/kg/day of SAM were subjected to qPCR analysis. Similar to the results seen in the MDA-MB-231 cells *in vitro*, SAM-treatment *in vivo* reduced the expression of the 7 genes that were measured by qPCR analysis (Figure 3D). Gene set analysis revealed that in human breast cancer cell lines the expression of these seven genes (*MUC1, PLAU, FABP7, SPARC, HAS2, HAS3, SOX4*) are higher in basal-B subtype compared to other subtypes (Figure 3E). More interestingly, Kaplan-Meier analysis found significantly positive correlation between the higher expression of these seven genes and poor distant-metastasis free survival in breast cancer patients (Figure 3F). Collectively these results and data analysis shows that SAM can downregulate genes that have prognostic value for breast cancer metastasis.

### SAM-treatment changes promoter methylation status and protein expression of prometastatic genes

We then focused on the methylation of promoters of prometastatic genes that were down-regulated by SAM treatment in the qPCR assay. Tumor DNA from experimental animals treated with SAM showed increased methylation of *SPARC* by pyrosequencing as compared to vehicle-treated control tumors (Figure 4A). We have previously shown the SAM-mediated methylation changes at the promoter of *PLAU* in breast cancer [23]. We didn't observe any significant methylation changes in the other genes (*MUC1, FABP7, HAS2, HAS3, SOX4*) that showed downregulation in qPCR (data not shown). There might be several possibilities behind such observations. First, the differentially methylated sites in response to SAM-treatment might be located beyond the regions that were focused on during pyrosequencing. Second, these genes are downstream of some other genes that are regulated by SAM, and the changes seen in qPCR are caused by indirect methylation effect of SAM on upstream genes. Third, SAM regulates these genes by a mechanism that is independent of DNA methylation such as histone methylation or other non-epigenetic mechanisms.

**Figure 4:**
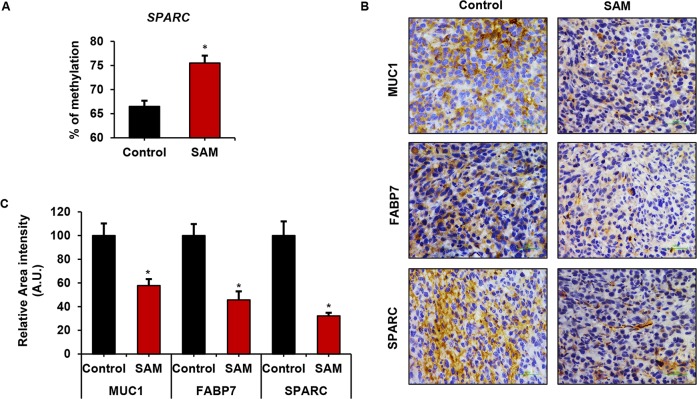
Effect of SAM-treatment on promoter methylation and protein expression of cancer-related genes **(A)** Site-specific methylation analysis by pyrosequencing at the promoter of *SPARC* (location: chromosome 5: 151066730; corresponding to Illumina 450K ID: cg22116670). **(B)** Immunohistochemistry of control and SAM-treated tumors using antibodies against MUC1, FABP7 and SPARC proteins. (C) The stained areas were quantified using Fiji plugin (ImageJ). Results are shown as mean ± SEM (n=3). ^*^P < 0.05.

Next, we wanted to confirm the changes in protein expression in MDA-MB-231 tumors in response to SAM-treatment by immunohistochemical analysis. As shown by the representative image of control and SAM-treated tumors probed with antibodies for MUC1, SPARC, and FABP7 in Figure 4B-4C, a significantly reduced staining of these proteins were observed in SAM-treated tumors compared to the control tumors. The SAM-mediated changes in protein levels of PLAU have been previously shown by our group [6, 23]. We were unable to determine the change in the expression of SOX4, HAS2, and HAS3 proteins due to lack of well-characterized antibodies with a higher specificity of staining pattern.

### SAM is bioavailable in the serum of experimental animal with no adverse behavioral and physiological changes

Lack of bioavailability often hinders the therapeutic potential of anti-cancer agents. To be efficacious, the therapeutic molecule needs to be available in the blood for a reasonable amount of time so that it can be absorbed and then circulated to the target organ(s). Towards these goals, serum from control and experimental animals were analyzed for the presence of SAM using an enzyme-linked immunosorbent assay (ELISA). We found that the average basal level of SAM in the control animals was 10.43 ± 0.57 μM which increased to 34.22 ± 1.45 μM in the treatment group receiving 80 mg/kg/day of SAM (Figure 5A). We also performed a relative analysis of the SAM levels in the serum of control and experimental animals treated with exogenous SAM by LC-MS/MS and observed a similar increase in the levels of SAM in experimental group of animals (data not shown). This confirms that SAM is bioavailable in the animals after administration through oral gavage suggesting that it might also be orally available in humans.

**Figure 5:**
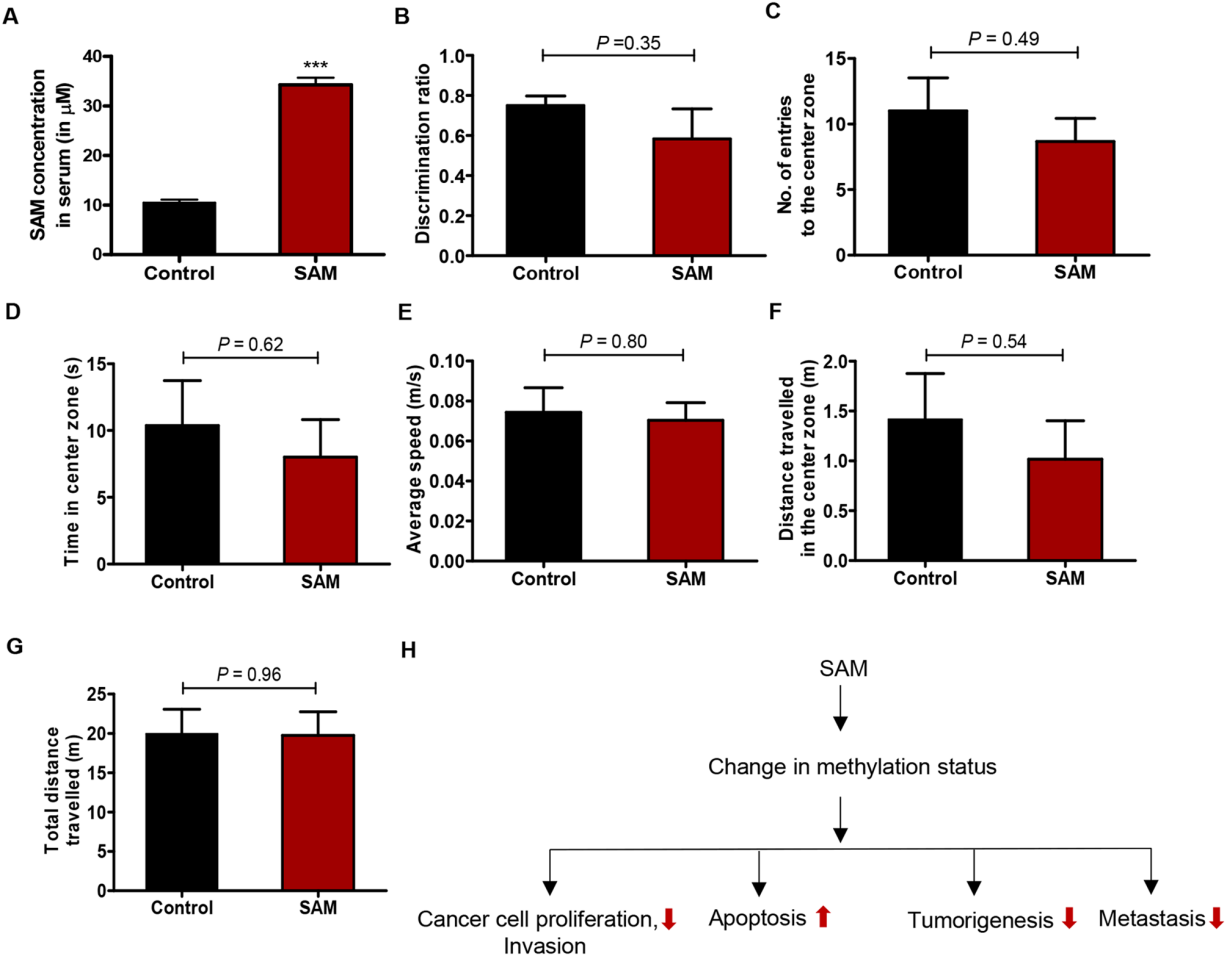
Assessment of bioavailability and animal behavior upon SAM-treatment **(A)** The average level of SAM in control and the experimental group receiving 80 mg/kg/day ofSAM as determined by the SAM ELISA. Results are obtained from the analysis of serum from four animals in each group. (^***^P < 0.001). **(B)** Novel object recognition test of control and SAM-treated mice. Average Discrimination ratio (time spent with the novel object/ total time spent with both object). No significant differences in cognitive abilities are detected between control and SAM-treated groups. **(C-G)** Different parameters determined by the open field test of control and SAM-treated mice also showed no significant difference between control and SAM-treated animals. Results are shown as mean ± SEM (n=3 for each group of CD-1 nude mice), and statistical analyses were done using student's *t*-test. **(H)** A summary of biological processes shown to be affected by SAM as determined in this study includes cell proliferation, invasion, apoptosis *in vitro* and tumorigenesis and metastasis *in vivo*.

Even though SAM is widely used as a supplement for depression, some transient adverse behavioral effects were previously reported in human clinical trials [30]. To assess whether SAM treatment causes any behavioral change at the efficacious dose of this study i.e. 80 mg/kg/day, we next conducted two different behavioral tests on control and SAM-treated mice. First, a novel object recognition test measuring the cognitive function of mice was performed. We didn't observe any difference between the control and experimental group of animals in the quest for exploration for the novel object (Figure 5B).

Next, we performed the open field test. This test is used to evaluate any potential anxiolytic or anxiogenic effect of a therapeutic agent by measuring locomotion related anxiety levels of experimental animals placed inside an open field box. The open field test is based on the concept that the natural instinct of mice is to stay in proximity to the protective wall rather than exposing themselves to danger in the open areas [31]. When control and SAM-treated mice were exposed to an open field apparatus, there was no significant difference in the frequency and time spent in the central region (Figure 5C-5D). Moreover, both control and SAM-treated mice moved around at almost similar speed (Figure 5E), and there was also no significant difference in the total distance traveled within the central zone as well as the whole experimental arena (Figure 5F-5G). Taken together, these observations suggest that SAM does not cause any detrimental behavioral defects at the doses used in this study.

When serum from control and experimental animals were analyzed for different biochemical measurements (liver function test, kidney function test, major electrolytes/minerals), we didn't see any significant changes in the SAM-treated animals compared to control animals (Supplementary File 1, Supplementary Table 1). This suggests that SAM is non-toxic at the highest dose (80 mg/kg/day) used in this study.

In summary, we have shown that SAM-treatment reduced proliferation, invasiveness of breast cancer cells and increased apoptosis *in vitro*, and reduced tumorigenesis and metastasis *in vivo* (Figure 5H).

## DISCUSSION

A large body of evidence has shown that abnormal DNA methylation is associated with cancer development and progression [32, 33]. Both hypomethylation and hypermethylation are involved in cancer [34]. Despite that, the focus of attention for the past two decades has been on targeting hypermethylation by the administration of inhibitors of DNA methyltransferase enzyme (DNMTi). Two inhibitors, 5-Azacytidine (Vidaza®) and 5-aza-2'-deoxycytidine (Dacogen®), have already received FDA-approval for the treatment of several specific forms of myelodysplastic syndromes (MDS), acute myeloid leukemia (AML), and chronic myelomonocytic leukemia (CMML) and additional clinical trials are ongoing for several other cancers [20, 35]. However, the activity of DNMTi has been limited in the case of the solid tumors largely due to toxicity and lower stability of these drugs [36, 37]. In addition, these drugs also promote the invasiveness in cancer cells through hypomethylation-mediated upregulation of prometastatic genes [16].

Accumulating evidence support the fact that there are broad regions of hypomethylation in the cancer genome and that hypomethylation is prevalent at promoters [38, 39]. Epigenome-wide association studies (EWAS) in osteosarcoma, prostate, and liver cancer revealed that the promoters of a large number of genes involved in tumor growth and metastasis are hypomethylated [21, 22, 39]. These findings lead to the hypothesis that agents that induce hypermethylation at the promoters of metastatic genes would repress tumor metastasis.

Although the exact reason behind the increase in hypomethylation during the progression of the disease is still an enigma in the field of cancer epigenetics, Hoffmann and Schulz suggested that this might be partly due to inadequate amounts of the methyl group donor SAM [40]. Treatment with SAM has been shown to trigger hypermethylation of several genes in cell culture experiments [23]. To date, SAM is the only therapeutic agent that is known to cause hypermethylation of DNA and silencing of hypomethylated genes in cells. SAM is attractive as a therapeutic agent since it is an approved natural supplement and has a very good safety profile.

Although past studies provided evidence that SAM has antiproliferative and anti-metastatic effects *in vitro* against breast cancer cells and this was replicated in this study using two different basal-like breast cancer cell lines (MDA-MB-231 and Hs578T), the critical question that remained to be answered was whether SAM was effective as an oral therapeutic agent under conditions that could be replicated in breast cancer patients. In the current study, we tested whether *in vivo* supplementation of SAM would exhibit anti-proliferative and anti-metastatic effects in a xenograft model of breast cancer *in vivo*. Our study demonstrated that oral administration of SAM caused a significant dose-dependent reduction in mammary tumor volume and metastasis in our well-characterized xenograft model of breast cancer, holding great promise for translating similar treatment strategies to breast cancer patients. It should be noted that our results demonstrate responses in basal-like breast cancer cells (MDA-MB-231) which are highly aggressive, and patients with such type of breast cancer have shorter survival rate compared to other types of breast cancer patients [41]. In addition, unlike other subtypes, there is still no known target for basal-like breast cancers which warrants continued efforts to develop effective therapeutic approaches for this group of patients. We hypothesize that if SAM can show favorable outcome in the most aggressive form of breast cancer, it can be more easily translated into other subtypes as well. Since SAM is an accepted orally bioavailable nutritional supplement, it might be used in a preventative setting to prevent recurrence and metastasis post surgery.

Another aspect of the current study was to assess the underlying molecular changes pertaining to SAM-treatment both *in vitro* and *in vivo*. Towards achieving this goal, we first examined the changes in the expression of genes implicated in tumor metastasis by selecting a combination of genes already known to have a role in cancer along with those selected by a gene expression array on MDA-MB-231 cells. Our microarray-based transcriptome-wide analysis as well as qPCR validation showed that SAM-treatment caused downregulation of several genes implicated in cancer progression and metastasis (Figure 3C & 3D). More importantly, the gene expression changes observed in the cell lines could be recapitulated in the xenograft tumors. When qPCR was performed using the same set of genes that were downregulated *in vitro*, they showed similar downregulation in tumor RNA extracted from SAM-treated animals as compared to vehicle-treated controls. Such reduction in the expression of these genes might be either due to promoter methylation in response to SAM-treatment or an indirect effect in which SAM caused the methylation and silencing of critical activators or enhancers of transcription of these genes. Previously we have shown that SAM-treatment caused direct methylation in the promoter of *PLAU* [23]. In this study, we found a marked increase in methylation at the promoter of *SPARC* in the SAM-treated xenograft tumor DNA as compared to controls, suggesting promoter methylation effect of SAM on this promoter as well. However, we did not observe any significant change in methylation in other genes (*MUC1, FABP7, SOX4, HAS2, HAS3*) that were tested through pyrosequencing. These genes might be regulated indirectly by DNA methylation of other genes which are required for their activation. Alternatively, SAM might suppress these genes by other epigenetic mechanisms such as histone methylation or non-epigenetic mechanisms. Further experiments are required to address this question. We also validated the SAM-mediated downregulation of three proteins (MUC1, SPARC, FABP7) by immunohistochemistry.

To confirm the bioavailability of SAM, we performed an ELISA-based assay and found a significant increase in the level of SAM in experimental animals compared to non-treated controls. SAM was bioavailable at the dose used in this study and caused changes in the expression levels of genes present in the mammary tissue to reduce or inhibit cancer cell growth and metastasis.

A major concern with the use of hypermethylating agent is the possible silencing of tumor suppressor genes through hypermethylation of promoter and other regulatory regions. Such methylation could override the beneficial effect of SAM. When we checked the expression of some of recognized tumor-suppressor genes in MDA-MB-231 tumors, there was no significant difference between control and SAM-treated groups (Supplementary File 1, Supplementary Figure 7). This also complements our previous genome-wide analyses in prostate cancer and osteosarcoma cell lines where the methylation effect of SAM was limited to cancer-promoting genes for yet unknown reasons [21, 22]. More interestingly, database search using the panel of seven genes (*MUC1, PLAU, FABP7, SPARC, HAS2, HAS3, SOX4*) downregulated by SAM revealed that these genes are highly expressed in basal B-type breast cancer cell lines and higher expression of these genes significantly decreases the probability of distant metastasis-free survival in breast cancer patients [42].

It has been previously suggested that SAM shows selective cytotoxicity for cancer cells and not for normal cells [43]. SAM-treatment did not have any significant effect on the viability of normal human breast epithelial cells at the highest dose used in this study (Supplementary File 1, Supplementary Figure 1). This further verifies that SAM is not cytotoxic to the normal breast epithelial cells. We also performed extensive biochemical analysis of the blood samples collected from SAM-treated animals and observed no significant changes in any of the parameters tested as compared to controls (Supplementary File 1, Supplementary Table 1). In addition, our study demonstrated that SAM-treatment also didn't cause any adverse behavioral changes as shown by novel object test and open field test.

The main question that pertains to numerous other pharmacological agents as well, is how does a general methylating agent such as SAM target only a subset of genes and has an effective anticancer effect with very little adverse effect on normal tissue. We have recently investigated this question at the genomic level in normal and liver cancer cell lines by analyzing the transcriptome and methylome of normal and cancerous cells treated with SAM (Wang et al., Oncotarget, in press). It appears that the matrix of the transcriptome and methylome that SAM acts upon in normal and cancer cells is very different and that the outcome of this interaction between a general agent and an exquisite transcription and methylation landscape appears to be different. SAM does not methylate DNA on its own, DNMTs do. The consequence of an elevation in SAM levels is dependent on the pre-existing distribution of DNMTs. Similarly, inspection of the vast literature on DNA methylation inhibitor 5azaC shows that demethylation results in different transcription and cell fate consequences, for example myogenesis and induction of muscle-specific genes in fibroblasts and globin genes in erythroleukemia cells. The most plausible explanation is that modulation of DNMT activity is restricted by the distribution of DNMTs and factors that regulate the accessibility of DNMTs across the genome and these define the specific outcome of modulation of DNMTs by either methyl donors or DNMT inhibitors.

This study examined the involvement of DNA methylation in mediating SAM cellular effects and provided evidence for silencing of several prometastatic genes as a plausible mechanism for SAM action on metastatic breast cancer. But it is most probable that the alteration of DNA methylation is just one of several mechanisms through which SAM exerts its effects. SAM is a pleiotropic molecule, and acts as a methyl group donor to other biological substrates like RNAs, proteins, lipids and small molecules [44]. Therefore, it is likely that SAM exerts its anti-cancer effect through biochemical pathways in addition to DNA methylation. It is possible that SAM-treatment alters the methylation status of histone proteins which in turn interfere with the chromatin architecture to make the promoters of the cancer-promoting genes inaccessible for transcription factor binding. The pleiotropic effect is evident by the changes seen in multiple cellular processes like tumor cell proliferation, invasion, and apoptosis upon SAM-treatment. Further detailed studies are required to explore these mechanisms to extend our understanding of how SAM exerts these effects.

To our knowledge, this is the first direct evidence for the potential therapeutic effect of SAM in a well-recognized model of breast cancer. Results from these studies provide compelling evidence to evaluate the therapeutic as well as a chemopreventive potential of epigenetic-based agents such as SAM alone and in the combination setting for patients with several common cancers including breast cancer.

## MATERIALS AND METHODS

### Cell culture and treatments

The cell lines were obtained from the American Type Culture Collection (ATCC; Manassas, Virginia). The MDA-MB-231(*ATCC*® HTB- 26™) human breast cancer cells were maintained in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 2 mM L-glutamine and 100 units/ml penicillin-streptomycin sulfate at 37°C and 5% CO_2_. For Hs578T (*ATCC® HTB-126™*) cells, DMEM containing 10% FBS, 1.25 mg/mL insulin, 2 mM L-glutamine and 100 units/ml penicillin-streptomycin sulfate was used. These cell lines were routinely examined on their viability, cellular morphology, growth patterns and microbial presence by microscopic observation. The cell lines were authenticated by the Genetic Analysis Facility, The Hospital for Sick Children, Toronto. The human breast epithelial cells (HBEC) were purchased from Celprogen (Cat# 36056-01) and were maintained in commercially available human breast epithelial cell culture serum free media (Celprogen, Cat# M36056-01).

Cells were treated with SAM (New England Biolabs, Mississauga, Ontario, Canada; Catalog # B9003S) by directly adding it to regular growth medium under sterile conditions following the treatment plan shown in Figure 1A. Different doses of SAM ranging between 25–500 μM were previously tested by our group for *in vitro* efficacy in different cancer cell lines [5, 6, 21, 22]. In this study, the effect of 100 and 200 μM doses of SAM were evaluated.

### Cell proliferation, migration, invasion and anchorage-independent growth assay

These assays were done according to our previous studies [21, 22]. Details are available in the ‘Supplementary Materials’.

### Apoptosis assay

For apoptotic assays, 1×10^6^ cells from control and SAM-treated groups were stained using ‘Dead Cell Apoptosis Kit’ (TheremoFisher, Cat# V13242, Eugene, Oregon, USA) according to the manufacturer's instructions. The apoptotic cells were detected using recombinant annexin V conjugated to green fluorescent FITC dye, and dead cells were detected using propidium iodide (PI). Stained cells were then analyzed using a BD FACSCanto II flow cytometer (BD Biosciences, San Jose, California, USA). For data acquisition and analysis of apoptotic events, BD FACSDiva^™^ (BD Biosciences) and FlowJo software (FlowJo LLC, Ashland, OR, USA) were used, respectively.

### Study approval and *in vivo* xenograft model

All the *in vivo* procedures carried out during this study were done in compliance with a protocol approved by the McGill University Facility Animal Care Committee. Female CD-1® Nude mice aged between 4-6 weeks were obtained from Charles River, St-Constant, Quebec, Canada and maintained at the Animal Resource Division of the McGill University Health Center. This is a well-established mouse model used for the studies related to tumor xenografts [45–47]. Highly invasive MDA-MB-231 cells expressing green fluorescent protein (MDA-MB-231-GFP), which have the capacity to metastasize to different secondary organs [6], were used for inoculation into the immunodeficient mice. Briefly, mice were inoculated with 5×10^5^ MDA-MB-231-GFP cells with 20% Matrigel (BD Biosciences) into the fat pad of the fourth mammary gland. Three days post-inoculation; the animals were randomized into three different groups: phosphate buffer saline (PBS) as the vehicle-treated controls, a group receiving 40 mg/kg/day of SAM and another group receiving 80 mg/kg/day of SAM via oral gavage. We have used SAM from two sources (New England Biolabs, Mississauga, Ontario, Canada and Life Science Laboratories, Lakewood, NJ, USA) which showed similar anti-cancer effects in our *in vitro* studies (data not shown). However, since SAM from Life Science Laboratories is human-grade, it was used for all *in vivo* studies since this product could be also used in future clinical trials in patients with breast cancer.

Tumor diameters were determined weekly using a Vernier caliper for a 10-week period after inoculation, and tumor volume was calculated using the following formula: V= (length × Width^2^)/2. At the end of the study period, the animals were sacrificed and different tissues were collected for further analysis.

For studying metastasis, the harvested lung, liver and spleen were cut into 1-mm thick slices, smeared on a glass slide, and placed under a fluorescent microscope for detecting the presence of GFP-expressing tumor foci. Randomly selected fields were counted for the presence of GFP-positive foci in each organ, and the average number of foci per group was graphed.

### RNA extraction and quantitative real-time PCR (qPCR)

Total RNA from the cell lines and xenograft tumors was extracted using the RNeasy kit (Qiagen; Hilden, Germany, Cat# 71404) and AllPrep DNA/RNA Mini Kit (Qiagen; Cat# 80204) respectively following the manufacturer's protocol. The qPCR assay was performed following our previously described protocol [22]. The primers are listed in Supplementary Methods Table 1. Gene expression changes between control and SAM-treated samples were carried out using the 2^-ΔΔC^T method.

### Gene expression microarrays

For gene expression array, 100 nanograms of total RNA from control and 200 μM SAM-treated MDA-MD-231 samples from three independent experiments was used. RNA quality and quantity were assessed using NanoDrop® ND-1000 spectrophotometer (Thermo Scientific, Wilmington, Delaware, USA) (260/280 >1.8 accepted) and Agilent 2100 Bioanalyzer (Waldbronn, Germany) (RIN 7 ≥ accepted). Gene expression profiling was performed using Affymetrix Human Gene 2.0 ST Array (Santa Clara, California, USA) at the Génome Québec Innovation Centre (McGill University) following standard protocols.

Data from the biological replicates were then normalized using the Robust Multi-array Average (RMA) method implemented in the Bioconductor package *oligo* [48]. Differential gene expression analysis was performed using the Bioconductor package Limma with a threshold defined by *P* <0.01 and |fold change| >1.5. The data was submitted to Gene Expression Omnibus (GEO) under the accession number of GSE98275.

### Determination of SAM levels in the serum by ELISA

To assess bioavailability, ELISA was done using serum from experimental mice collected within 1-hour post oral administration of SAM. Serum from control mice was also obtained for comparison. Then ELISA (myBioSource, San Diego, CA, USA, Cat# MBS169240) was performed according to the manufacturer's protocol. The level of SAM was extrapolated from the curves obtained from the manufacturer provided synthetic standards of SAM.

### DNA extraction, Bisulfite conversion, and Pyrosequencing

Genomic DNA from the tumors was extracted using AllPrep DNA/RNA Mini Kit (Qiagen) and bisulfite conversion was conducted using the EZ DNA Methylation-Gold Kit (Zymo Research, Irvine, CA, USA; Cat#D5005). Selected regions from the bisulfite converted sequences were then amplified with Taq DNA polymerase (Thermo Fisher Scientific, Lithuania, EU; Cat# EP0402) using biotinylated primers (listed in Supplementary Materials, Supplementary Table 1). Then pyrosequencing was conducted on the biotinylated DNA strands using PyroMark Q24 instrument (Biotage, Qiagen). For post-run data analysis, PyroMark Q24 software (Qiagen) was used.

### Western blot and immunohistochemistry

Details are available in the ‘Supplementary Materials’.

### Behavior test

To assess any potential behavior adversities induced by SAM-treatment novel object recognition test and open field tests were done. Details are available in the ‘Supplementary Materials’.

### Statistical analysis

The results are expressed as mean ± standard error of the mean (SEM). Depending on the experimental design, statistically significant differences between different quantitative measurements were carried out by two-tailed Student's *t*-test, one-way or two-way ANOVA. ^*^P < 0.05, ^**^P < 0.01, and ^***^P < 0.001 were considered statistically significant. Gene set enrichment analysis (GSEA) was carried out by using ConsensusPathDB [49]. The association between the expression of the different cancer-related gene and distant metastasis-free survival was determined using Kmplotter [42]. Gene expression-based outcome analysis of breast cancer was carried out by GOBO [50].

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: Methyl donor S-adenosylmethionine (SAM) supplementation attenuates breast cancer growth, invasion, and metastasis in vivo; therapeutic and chemopreventive applications
**Source:** Oncotarget. 2017 Dec 26;9(4):5169–83. doi: 10.18632/oncotarget.23704
**Supplement:** Supplementary file 1

Methyl donor S-adenosylmethionine (SAM) supplementation attenuates breast cancer growth, invasion, and metastasis *in vivo*; therapeutic and chemopreventive applications

SUPPLEMENTARY MATERIALS

Cell proliferation and viability assay

For proliferation assay, MDA-MB-231 and Hs578T cells plated in each well of 6-well plates were treated with 100 and 200 μ M SAM or vehicle every second day for six days (Figure 1A). The cells were trypsinized and counted at different time points starting from day 1 (no treatment) until the end of each treatment period (on day 7 from the initial plating) using a Coulter counter (Model ZF; Coulter Electronics, Hertfordshire, UK). For viability assay, cells were trypsinized, stained with 0.4% trypan blue (Sigma) and the viable cells were counted under a light microscope.

Cell migration/ wound healing assay

For *in vitro* wound healing analysis, MDA-MB-231 and Hs578T cells were treated with 100 and 200 μ M SAM or vehicle following the treatment strategy mentioned in Figure 1A in the presence of regular cell culture media supplemented with 10% FBS in 10 cm Petri dishes. Afterward, the cells were trypsinized, and 500,000 cells were plated in each well of 6-well plates to form a monolayer and then wounded manually with a sterile 200 μ L pipette tip in the center of each well forming a cross-like section of the wound. Cells were then washed twice with serum-free culture medium to get rid of the detached cells and debris. From this point, the cells were grown in the presence of culture media supplemented with 2% FBS and migrating cells were photographed at different time points (0, 6, 24, 48 hours after initial wounding) with an inverted bright field microscope under the 4X objective. Analysis and quantification of the cell-free area were carried out using the Image Pro-Plus software (Media Cybernetics, Inc, Rockville, MD, USA). The measurements obtained from the software were calculated as percentage wound healing using the equation: % wound healing = $[1 - (\text{wound area at } T_x / \text{wound area at } T_0)]$, where T_x is the respective time point, and T_0 is the initial time immediately after the scratch.

Boyden chamber matrigel invasion assay

The changes in the invasive capacity of control and SAM-treated samples of MDA-MB-231 and Hs578T breast cancer lines was tested using a two-compartment Boyden chamber invasion assay (Costar Transwell,

Corning Corporation, Sigma-Aldrich, Oakville, Ontario, Canada). The 8- μ m-pore polycarbonate filters provided by the manufacturer were first coated with basement membrane Matrigel (50 μ g/filter). Briefly, 2.5×10^5 viable cells from different treatment groups were resuspended in 100 μ L of serum-free culture media and added to the upper chambers of the Matrigel Boyden wells. 800 μ L of conditioned media was added to the lower chamber as the chemoattractant. After an incubation period of 18 hours at 37°C with 5% CO₂, the invasion assay was stopped by moving the cells out of the incubator. The upper chamber was then washed with PBS to remove the non-invading cells from the top of the membrane. Then invading cells at the bottom of the membrane were fixed using 2% paraformaldehyde and 0.5% glutaraldehyde (Sigma-Aldrich) in 0.1 M phosphate buffer saline (PBS) with a pH of 7.4, at room temperature for 30 minutes. The membranes were then stained with 1.5% toluidine blue, washed with PBS, mounted onto glass slides, and the number of invading cells from randomly selected fields were counted under a light microscope and averaged.

Colony formation assay

To determine the effect of SAM on anchorage-independent growth, a measure of cellular transformation *in vitro*, soft agar colony formation assay was performed as previously described [1]. Briefly, 5×10^3 MDA-MB-231 and HS578T cells from control SAM-treated groups were counted and seeded in triplicates onto 6-well Petri dishes (BD Falcon™) in the presence of 4 ml of complete culture medium containing 1.5% agar (Bioshop®; Catalog# AGR001) solution. The culture medium was replenished every second day and the colonies formed after 2 weeks were counted under a light microscope.

Western blot

Cell lysates from control and SAM-treated cells were prepared using radioimmunoprecipitation assay buffer (RIPA) containing a cocktail of protease and phosphatase inhibitors. Equal amounts of proteins were loaded and resolved on a 15% sodium dodecyl sulfate-polyacrylamide gel and then transferred to polyvinylidene difluoride (PVDF) membrane using standard protocols. After transfer, non-specific binding was blocked by using 5% milk in

Tris-buffered saline (TBS). Mouse monoclonal Bcl-2 antibody (Santa Cruz Biotechnology, Cat# sc-7382) was used to detect the anti-apoptotic Bcl-2 protein, and anti-mouse β -tubulin (BD Pharmingen cat# 556321) was used as a loading control. The anti-mouse secondary antibodies used in this study were purchased from Bio-Rad, and the proteins were visualized by using an enhanced chemiluminescence detection kit (Amersham, GE Healthcare Life Sciences).

Immunohistochemistry

Immunohistochemistry was performed on paraffin-embedded sections, cleared with xylene. Heat-mediated antigen retrieval was carried out by Tris/EDTA pH 9.0 buffer, Envision™ FLEX Target Retrieval Solution (Dako, Denmark) at 1:50 dilution for SPARC, MUC1 and FABP7. Endogenous peroxidase activity was blocked by Envision FLEX Peroxidase-Blocking Reagent (Dako). Antibodies for SPARC, MUC1, and FABP7 (Abcam, Cambridge, UK) were used at 1:250, 1:100, and 1:200 dilutions respectively as primary antibodies. Horseradish Peroxidase (HRP)-conjugated secondary antibody was used. Envision™ FLEX DAB+ Chromogen (Dako) and Envision™ FLEX Substrate buffer (Dako) were applied. The slides were counterstained with hematoxylin (MERCK, NJ, USA). Sections were washed twice for 10 minutes in Tris buffered saline solution pH7.6 (Envision™ FLEX Wash Buffer, DAKO) at 1:20 dilution after every step during the procedure. Slides were mounted with DPX (MERCK). The stained areas from randomly selected fields were then quantified using ImageJ (Fiji plugin) (National Institutes of Health, USA).

Novel object recognition test

For the novel object recognition test to assess whether SAM-treatment has any adverse effect on memory, animals were allowed to explore two identical copies of the first object in an open field enclosure for 10 minutes. By this time, the first object is now familiar to the mouse. Then there was a 60-minute break before the assessment of short-term memory began. During this period, the animals explored a familiar object (first object used during training) for eight minutes and a novel object (different shape) for 5 minutes and the time spent in exploration of the objects were recorded. Discrimination index (DI), a ratio of the time spent with the novel object in comparison with the familiar object, was determined and used for comparing between control and SAM-treated animals [2].

Open field test

The open field test to assess any potential increase in the anxiety levels upon SAM-treatment was conducted

by placing mice from control and treatment group in an open field arena measuring $45 \times 45 \times 60$ cm. The mice were tested individually for 5 minutes, their movement activity during this period was recorded using a camera and later analyzed by ANY-maze software. During the analysis stage, the open field arena was partitioned into nine squares having similar areas using the ANY-maze software. The square in the center was regarded as the central zone, and the surrounded areas were called the peripheral zone. Different parameters like the frequency and time spent in the center, total distance traveled within the central zone as well as the whole open field box along with their locomotion speed were calculated by ANY-maze, and the results were shown in bar graphs.

REFERENCES

- Shukeir N, Stefanska B, Parashar S, Chik F, Arakelian A, Szyf M, Rabbani SA. Pharmacological methyl group donors block skeletal metastasis *in vitro* and *in vivo*. *Br J Pharmacol*. 2015; 172:2769-81.
- Ennaceur A, Delacour J. A new one-trial test for neurobiological studies of memory in rats. 1: behavioral data. *Behav Brain Res*. 1988; 31:47-59.
- Cheishvili D, Chik F, Li CC, Bhattacharya B, Suderman M, Arakelian A, Hallett M, Rabbani SA, Szyf M. Synergistic effects of combined DNA methyltransferase inhibition and MBD2 depletion on breast cancer cells; MBD2 depletion blocks 5-aza-2'-deoxycytidine-triggered invasiveness. *Carcinogenesis*. 2014; 35:2436-46.
- Tiwari N, Tiwari VK, Waldmeier L, Balwierz PJ, Arnold P, Pachkov M, Meyer-Schaller N, Schübeler D, van Nimwegen E, Christofori G. Sox4 is a master regulator of epithelial-mesenchymal transition by controlling Ezh2 expression and epigenetic reprogramming. *Cancer Cell*. 2013; 23:768-83.
- Chaika NV, Gebregiworgis T, Lewallen ME, Purohit V, Radhakrishnan P, Liu X, Zhang B, Mehla K, Brown RB, Caffrey T. MUC1 mucin stabilizes and activates hypoxia-inducible factor 1 alpha to regulate metabolism in pancreatic cancer. *Proc Natl Acad Sci U S A*. 2012; 109:13787-92.
- Eißmann M, Gutschner T, Hämmerle M, Günther S, Caudron-Herger M, Groß M, Schirmacher P, Rippe K, Braun T, Zörnig M. Loss of the abundant nuclear non-coding RNA MALAT1 is compatible with life and development. *RNA Biol*. 2012; 9:1076-87.
- Liu J, Tu F, Yao W, Li X, Xie Z, Liu H, Li Q, Pan Z. Conserved miR-26b enhances ovarian granulosa cell apoptosis through HAS2-HA-CD44-Caspase-3 pathway by targeting HAS2. *Sci Rep*. 2016; 6:21197.

Supplementary Methods Table 1: Primers used in this study are listed below [Source: [3–7]]

Gene Name		Sequences used for qPCR (5'→3')
<i>uPA</i>	For	TTCGAGGGCAGCACTGTGAAATA
	Rev	GCATGGTACGTTTGCTGAAGGACA
<i>SPARC</i>	For	TCACATTAGGCTGTTGGTTCAAA
	Rev	CGTGACCACTTCCCAGAGA
<i>FABP7</i>	For	TGCTTGCTGAGGTGTAAAGGGTCT
	Rev	TGACTGTTGGTCAGCTTCCAGGTA
<i>HAS3</i>	For	GGTACCATCAGAAGTTCCTAGGCAGC
	Rev	GAGGAGAATGTTCCAGATGCG
<i>SOX4</i>	For	CCAAATCTTTTGGGGACTTTT
	Rev	CTGGCCCCCTCAACTCCTC
<i>MUC1</i>	For	CTGCTCCTCACAGTGCTTACAGTTG
	Rev	TGAACCGGGGCTGTGGCTGG
<i>NEAT1</i>	For	CCAGTTTCCGAGAACCAAA
	Rev	ATGCTGATCTGCTGCGTATG
<i>HAS2</i>	For	TTATGGGCAGCCAATGTA
	Rev	ACTTGCTCCAACGGGTCT
<i>NEAT1</i>	For	CCAGTTTCCGAGAACCAAA
	Rev	ATGCTGATCTGCTGCGTATG
<i>PTEN</i>	For	TGTGCTGCCTGCAAGCTTCT
	Rev	GGTGAACGGCTGACAGCTA
<i>RASSF1</i>	For	AGGTGAACCTGCAATGCGC
	Rev	ACCTCTGTGGCGACTTCATCT
<i>GAPDH</i>	For	TGCACCACCAACTGCTTA
	Rev	AGAGGCAGGGATGATGTTT
Gene Name		Sequences used for Pyrosequencing (5'→3')
<i>SPARC</i>	For	TTTTTGAGGTGGGTTGTTTTGATTAA
	Rev	Biotin/TACCCTCTAAACAAAAAAAAAACTATTCT
	Seq	ATTTGTTTAGGGGTGTTG
<i>FABP7</i>	For	TAGGTATAAGGGTTGTAGTGTGAG
	Rev	Biotin/TATCCCTCTTCCAAAAAACTATCACAA
	Seq	AAGAGGATTGGAGTTTAA
<i>SOX4</i>	For	AGGGATTAAGTGTAGAGATTATGT
	Rev	Biotin/TTTCCCTAAAAACAATTAATTCCAATTAC
	Seq	AGATTATGTAGTTTTTTTGTAGTTAT
<i>MUC1</i>	For	ATTTTGGGTAGGGTATAAGGG
	Rev	Biotin/CAAAAACCCCAAATTCCAAACTAC
	Seq	GGTAGGGTATAAGGGTTTTA
<i>HAS2</i>	For	Biotin/GTTTGTAGGAGTTGGAAGTTTAGATTG
	Rev	CCACCCCTTCCCTTCTTTTTTTC
	Seq	ATAAAAAAAAAAACTAAAATAACC
<i>HAS3</i>	For	GTGAAAAAGAAGAGGAGGAATTGT
	Rev	Biotin/AAACCAAAACAACAAACCTTCCTACT
	Seq	GGAATTGTTTTGGTTTTAAGA

BUN: Blood urea nitrogen; ALT: Alanine aminotransferase; AST: Aspartate aminotransferase; CK: Creatinine kinase.

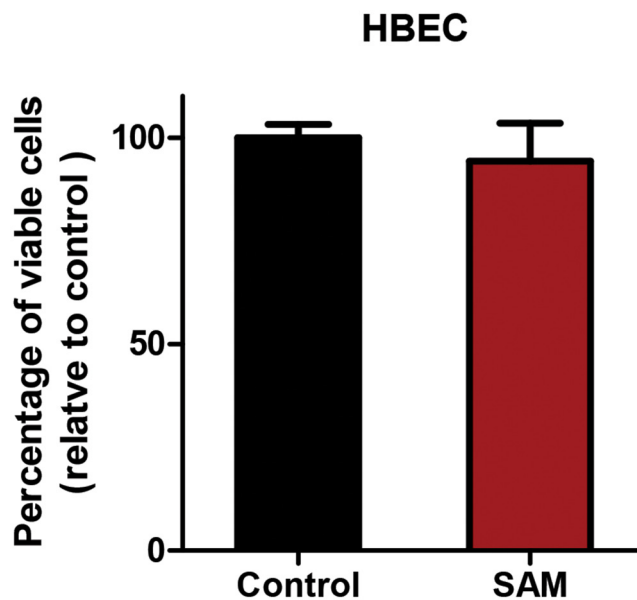

Supplementary Figure 1: Effect of SAM-treatment on the viability of human breast epithelial cells (HBEC). Briefly, HBEC were plated at the same density and treated with vehicle only control or 200 μ M SAM every other day from day 2 until they were harvested on day 7. The cells were trypsinized, stained with trypan blue and the number of viable cells was counted under a light microscope daily throughout the 6-day treatments. Results from triplicate experiments are shown as a bar graph.

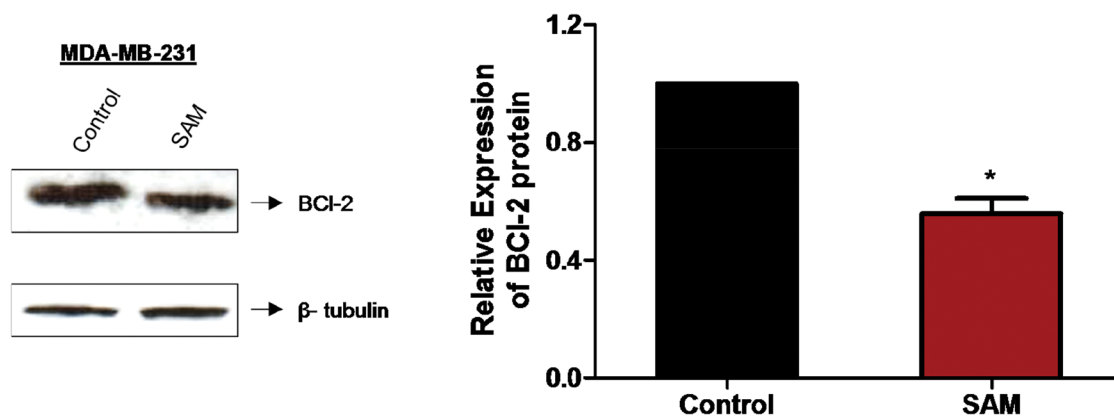

Supplementary Figure 2: Western blot from the whole cell lysates of control and 200 μ M SAM-treated MDA-MB-231 cells. The membrane was probed with mouse monoclonal anti-BCL-2 (Santa Cruz Biotechnology, Cat#sc-7382) antibody. β - tubulin (BD Pharmingen, Cat#556321) was used as a loading control. The densitometric intensities of the bands were quantified by ImageJ (Fiji plugin) and plotted as bar graph in the right panel. Treatment with SAM caused a reduction in the expression of anti-apoptotic protein BCL-2 suggesting that SAM induces apoptosis by reducing the level of BCL-2. Results are shown as mean $\pm$ SEM of three independent experiments. (* $P < 0.05$).

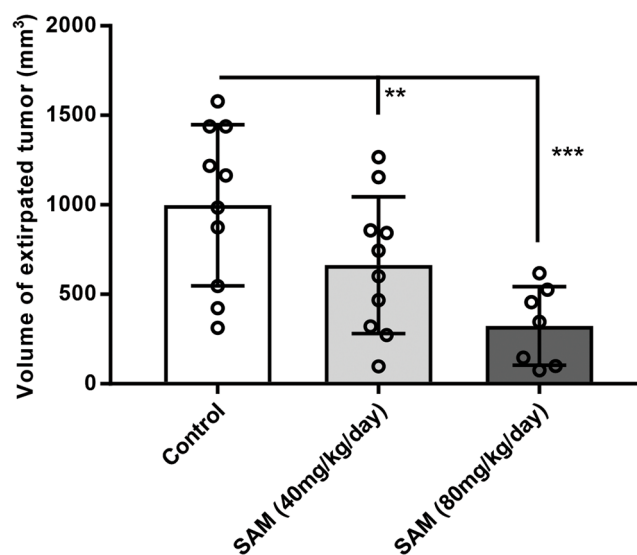

Supplementary Figure 3: The volume of the extracted mammary tumor measured after sacrificing the animal from different groups. Results are shown as mean $\pm$ SEM of at least seven animals in each group. Significant differences were determined using ANOVA followed by *post hoc* Bonferroni test and are represented by asterisks (** $P < 0.01$; *** $P < 0.001$).

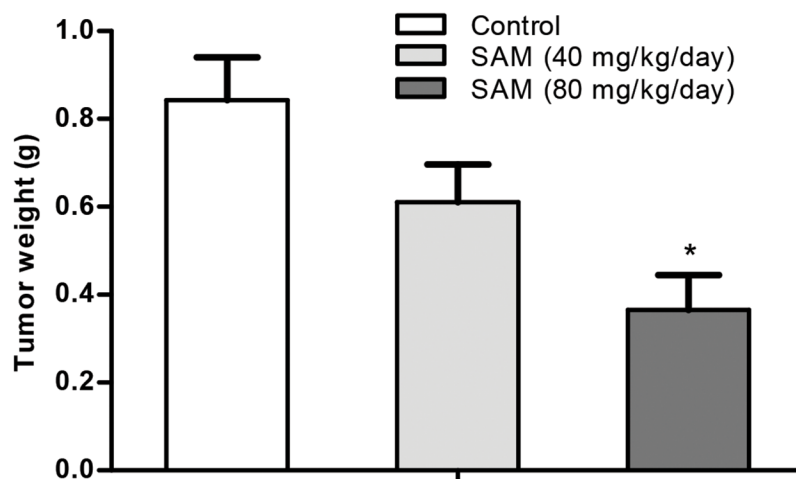

Supplementary Figure 4: Tumor weight after sacrifice. The weight of the extracted mammary tumor measured after sacrificing the animal from different groups on week 10. There is a dose-dependent reduction in tumor weight upon SAM-treatment. Results are shown as mean $\pm$ SEM of at least seven animals in each group. Significant differences are represented by asterisks (* $P < 0.05$).

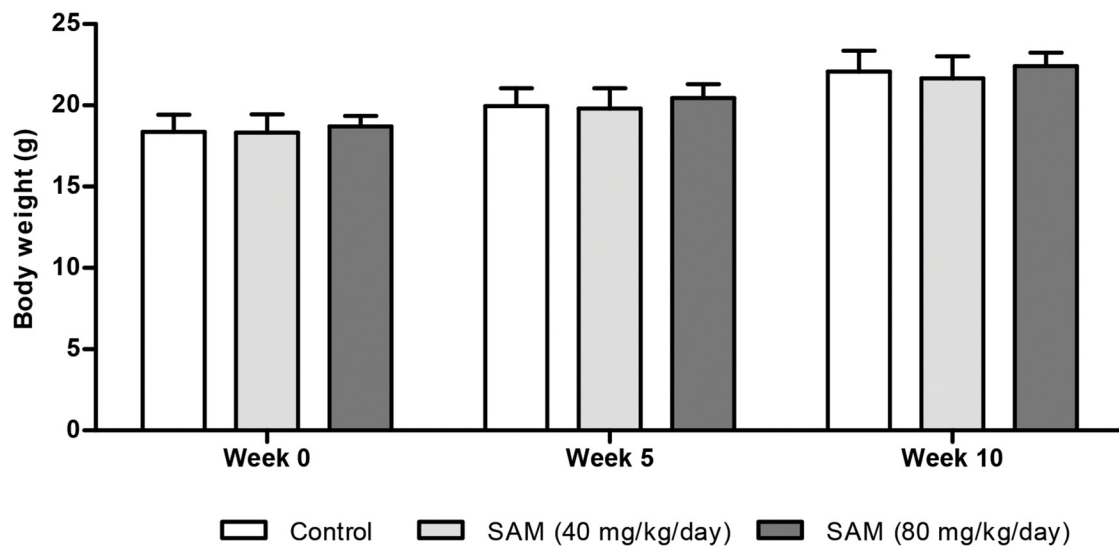

Supplementary Figure 5: Body weight of the xenograft mice. The total body weight of control and SAM-treated animals measured at different time points from the beginning of the study when the tumor cells were injected into the fourth mammary fad of the immunocompromised mice on week 0 until they were sacrificed on week 10. There was no significant difference in the weight of the animals.

[illegible]

Supplementary Figure 6: Gene Ontology (GO) analysis of the top 10 biological processes enriched in the genes that upregulated (A) and downregulated (B) by SAM-treatment using WebGestalt.

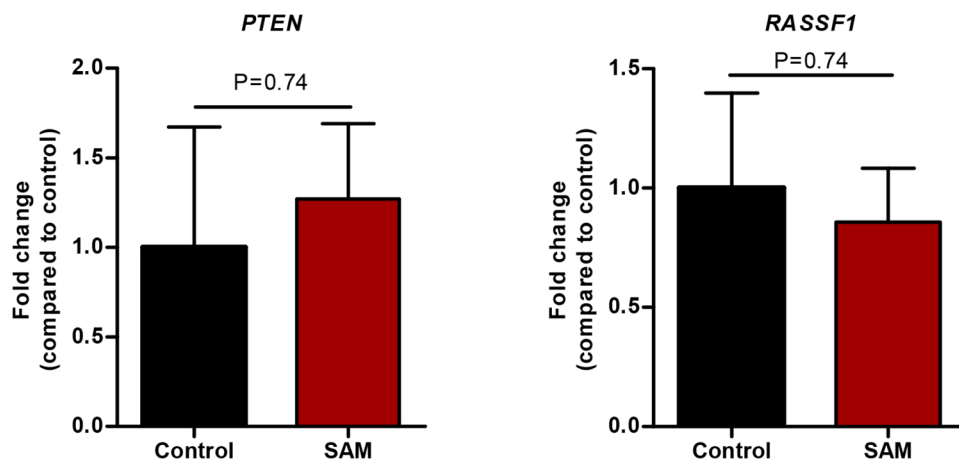

Supplementary Figure 7: Measurement of the gene expression of tumor suppressor genes. Briefly, qPCR for two well-known tumor suppressor genes (*PTEN*, *RASSF1*) from the RNA isolated from tumor samples showed no significant difference between control and high dose SAM (80 mg/kg/day). The results are shown are mean $\pm$ SEM from three different mice in each group.

Supplementary Table 1: SAM-treatment is non-toxic *in vivo* as shown by different parameters tested from the blood sample obtained from control and 80 mg/kg/day SAM-treated mice

Parameter	Control mice	SAM-treated mice	P-value
Total protein (g/L)	38.67 ± 1.19	36.33 ± 0.54	0.22
Albumin (g/L)	19.33 ± 0.72	17.67 ± 0.27	0.15
Albumin/Globulin ratio	0.97 ± 0.03	0.93 ± 0.03	0.52
Glucose (mmol/L)	14.13 ± 0.94	15.10 ± 0.86	0.57
BUN Urea (mmol/L)	8.27 ± 0.50	10.67 ± 0.59	0.06
Creatinine (μmol/L)	9.33 ± 0.27	9.0 ± 0.82	0.77
Total Bilirubin (μmol/L)	4.0 ± 0.47	5.67 ± 0.27	0.07
ALT (U/L)	37.0 ± 1.69	38.33 ± 1.96	0.69
AST (U/L)	65.33 ± 12.95	65.33 ± 6.83	1.0
CK (U/L)	105.33 ± 47.65	74.0 ± 17.21	0.64
Sodium (mmol/L)	148.67 ± 0.72	145.33 ± 0.72	0.06
Potassium (mmol/L)	4.60 ± 0.24	4.50 ± 0.22	0.77
Chloride (mmol/L)	108.33 ± 1.19	106.67 ± 0.98	0.43
Calcium (mmol/L)	2.26 ± 0.05	2.35 ± 0.04	0.22
Magnesium (mmol/L)	1.04 ± 0.01	1.67 ± 0.04	0.08

The results are shown are mean±SEM from three different mice in each group. BUN: Blood urea nitrogen; ALT: Alanine aminotransferase; AST: Aspartate aminotransferase; CK: Creatinine kinase

Supplementary Table 2: Differentially expressed mRNA probes upon SAM-treatment

Supplementary File 1:

How the deposited data were processed for this re-analysis (not part of the article)

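Gene expression was measured on Affymetrix Human Gene 2.0 ST arrays in MDA-MB-231 cells, in 3 control cultures and 3 cultures treated with 200 μM SAM. The paper describes the control and SAM RNA as coming from 3 independent experiments, so control and SAM arrays may be paired by experiment. The authors processed the arrays with RMA in the Bioconductor package oligo, whose version the methods do not name, so the deposited values are log2 signal intensities, background-corrected, quantile-normalized across the 6 arrays and summarized for each transcript cluster. The paper's methods name no filter, and none was applied here: all 53617 transcript clusters were tested. Of these, 2117 share their values with another transcript cluster, and 3575 have an ID below the lowest one in the platform annotation; 131 of these 3575 were among the 582 calls, and none (0) is in Table S2 of the paper. Whether these 3575 are control probe sets is not known here, and they are counted as transcript clusters throughout.

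The comparison of SAM with Control used lmFit and eBayes of limma 3.58.1 in R 4.3.3, with no covariate and no block. A transcript cluster was called where its unadjusted P was under 0.01 and its absolute fold change over 1.5, as in the paper's methods, and P was adjusted by the Benjamini-Hochberg method over all transcript clusters. Gene symbols came from the platform annotation, which gives 1 symbol for 16098 transcript clusters, several for 0 and none for 37519, and beyond it from Table S2, which names only transcript clusters that the study called; list tests used the platform annotation alone. For a gene with several transcript clusters (779 genes) the one with the highest mean signal was used. The genes named in the text are every gene that the paper names for these cells, the 10 largest increases and 10 largest decreases among calls with 1 gene symbol whose groups do not overlap, and up to 4 members with the smallest P in each gene list; members of the lists that only Table S2 names, other members named beside a count, and the call that has an identifier in place of a symbol were added after their values were seen. Genes of the Y chromosome are not reported.

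A total of 21 gene lists were written before the data were examined, but after Table S2 had been read. Those on cholesterol synthesis, fatty acid synthesis, integrins and matrix ligands, endopeptidase inhibitors, the urokinase system, hyaluronan metabolism, histone genes and small noncoding RNAs were prompted by the paper or its Table S2. The others, from general knowledge or the paper's introduction, are mesenchymal markers, epithelial markers, matrix metalloproteinases and ADAMs, cell cycle, apoptosis regulators, methionine cycle and one-carbon metabolism, DNA methylation machinery, interferon response, unfolded protein and amino acid stress response, inflammatory cytokines, cancer-related genes that the introduction names, tumor suppressors, and leukocyte, endothelial and stromal markers. Histone genes could not be tested, since 0 of them are named by the platform annotation, which left 20 lists. Each was tested by limma's camera (two-sided, preset inter-gene correlation of 0.01), by camera with an estimated correlation and by fry, and for over-representation among calls by a one-sided Fisher's exact test against the 14884 symbols tested, with Benjamini-Hochberg adjustment over lists, or over lists and directions. The KEGG, PID and Gene Ontology sets behind Figure 3B and Supplementary Figure 6 were not analysed here.

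The procedure was tested on simulated data of the same size and spread. Of 50 transcript clusters changed 1.8-fold, 41 passed both thresholds (5 at an adjusted p under 0.05); of 50 changed 2-fold, 45 did (11 adjusted), and of 50 changed 3-fold, 50 did (38 adjusted). With no change simulated, 400 of 53617 passed both thresholds and 0 reached an adjusted p under 0.05 in limma, with 557 at an unadjusted P under 0.01. A simulated list of 20 genes shifted by 0.5 on the log2 scale was called, and 0 of 20 lists without change were. The simulated values were drawn independently for each gene, so these lists held no inter-gene correlation. They therefore do not show how often the camera test calls unchanged lists of correlated genes. Splits of the real arrays other than SAM against Control gave up to 9 lists past that test. With 3 arrays in each group, the number of arrays limits the precision.

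The alternatives set before the data were examined were to leave out the dimmer transcript clusters, to keep only those with 1 gene symbol, to quantile-normalize again, to centre each array on its median, to use a trended and robust eBayes, to use the methods' t-test (two-tailed, on the same log2 values), to block on the replicate number, to drop or raise the fold change minimum, to estimate the inter-gene correlation, to average a gene's transcript clusters, and to leave out each array in turn. After seeing the data, 3 were added: leaving out the transcript clusters with an ID below the lowest annotated one, array weights, and cyclic loess normalization. All 10 splits of the 6 arrays into 3 and 3 were also compared.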

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

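The bounds of the tests below were written before those tests were run, but for patterns already seen in these data. Cyclic loess normalization itself was chosen after the data had been seen, whereas leaving out each array was set before. The gene groups below stand out in genes that the paper does not discuss as a group. Genes of cholesterol synthesis had a median log2 fold change of -0.305 and genes of fatty acid synthesis one of -0.317 in SAM-treated cells. Over the 33 members of both lists the median was -0.305, and the mean signal of the members was 7.58 to 7.62 in the control arrays and 7.14 to 7.37 in the SAM arrays. The median was -0.348 without Control replicate 1, the array that stands apart, and -0.248 after cyclic loess, where both lists stayed past the threshold of the camera test (adjusted p = 3.32e-05 and adjusted p = 8.70e-04), which argues against that array, and against a trend with signal level, as the whole cause. Of the 28 members that Table S2 does not list, 24 had a negative log2 fold change, with a median of -0.292, below each of 10000 random lists of like signal (lowest -0.232). The lower values are therefore not confined to the members that Table S2 lists. Both lists were prompted by Table S2 of these same arrays, and random lists need not vary together as genes of a pathway may. This comparison, like that of the splits below, therefore cannot decide whether the choice of lists gave the pattern. Of the 10 splits of the arrays into 3 and 3, only the real 1 gave a median this far from 0 (0.305, highest other 0.199), too few splits for a share under 0.05, and with an estimated correlation neither list passed; a lower expression of these genes in SAM-treated cells may be biological, as a hypothesis found and tested on the same arrays.

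Calls named by the platform annotation were mostly lower (78.4%). The percentage was 62.1 after cyclic loess and 66 without Control replicate 1, between the bounds written before these tests were run. A trend with signal level, that array and an effect of SAM therefore cannot be told apart here. Above the median signal of the called transcript clusters, 16 of these calls were higher and 69 lower, and at or below it 8 were higher and 18 lower. Of the 10 splits, only the real 1 gave a percentage this far to one side (highest other 70.6), and 10 splits are too few for a share under 0.05.

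The number of calls, 582, was reached by 1 of the 10 splits, the real one (highest other 512). The 8 over-represented lists were also reached by 1 (highest other 2), whereas 3 of the 10 splits gave at least the 6 lists of the camera test (highest other 9). Most of the 8 lists were prompted by the paper or its Table S2, and all were written after Table S2 had been read. This favoured the real split, so the count of over-represented lists is no independent evidence. The 10 splits are also too few for a share under 0.05.

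Genes of the unfolded protein and amino acid stress response had a median log2 fold change of -0.362, and genes of the cell cycle one of 0.124. Without Control replicate 2 the medians were -0.148 and -0.0323, and with an estimated correlation neither list passed (adjusted p = 0.447 and adjusted p = 0.91 in limma's camera test). Among small noncoding RNAs, 7 were called higher, more than the 1.83 that chance gives (adjusted p = 0.0159, one-sided Fisher's exact test), and 11 were called lower, against 6.09 (adjusted p = 0.141, same test); the list as a whole had an adjusted p of 0.709 in the camera test. The list was prompted by Table S2, so its over-representation is not independent evidence. Of the 7, 3 are near-identical SNAR copies, and 5 did not pass with some array left out. These were MIR500A without SAM replicate 1 (log2 fold change 1.06) or SAM replicate 2 (1.01), SNAR-D without SAM replicate 1 (1.02) or SAM replicate 3 (0.94), SNAR-H and SNAR-G2 without any of 4 arrays (0.68 and 0.78 without SAM replicate 3) and MIR4467 without any of 5 (0.51 without SAM replicate 3).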

How the results depend on the processing

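Of the alternatives below, array weights, cyclic loess and the omission of IDs below the lowest annotated one were chosen after seeing the data. The count of transcript clusters at an adjusted p under 0.05 in limma was 0 under each alternative run (lowest adjusted p 0.0825 to 0.715). Against 582 calls (249 higher, 333 lower), there were 359 (136 higher) with the dimmer transcript clusters left out, 165 (49 higher, 116 lower) with only those of 1 gene symbol, 188 (69 higher, 119 lower) with the methods' t-test, 921 (375 higher, 546 lower) with no fold change minimum and 143 (71 higher, 72 lower) with one of 2. A replicate block gave 659 calls, 453 of them shared with the 582. Centring the arrays on their medians gave 630 calls, 66.8% of them lower, against 57.2% as reported; the other settings gave 506 to 745. Leaving out 1 array gave 463 to 934 calls, 217 to 420 higher and 246 to 514 lower (the extremes without SAM replicate 1 and without Control replicate 2). The number of calls that are in Table S2 was 393 as reported, 136 with only transcript clusters of 1 gene symbol, 132 with the methods' t-test, 66 with a fold change minimum of 2, and 207 (without SAM replicate 1) to 285 (without Control replicate 2) with 1 array left out. The causes were not tested beyond the fewer transcript clusters or arrays that some alternatives hold.

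Of 6 lists past the camera test, 0 passed with an estimated correlation: cholesterol synthesis (adjusted p = 0.393), fatty acid synthesis (0.313), mesenchymal markers (0.313), epithelial markers (0.447), cell cycle (0.91) and stress response (0.447). Epithelial markers had an adjusted p of 0.176 with the dimmer transcript clusters left out, and 8.74e-04 to 0.152 with 1 array left out (the highest without Control replicate 2). With 1 array left out the cell cycle list had an adjusted p of 1.44e-06 to 0.83, the highest without Control replicate 2, where its direction turned, and 0.157 without SAM replicate 3; the stress response had 6.66e-05 to 0.152, the highest without Control replicate 2. Cholesterol synthesis, fatty acid synthesis and mesenchymal markers stayed past the threshold with any array left out. The 8 over-represented lists became 3 with the methods' t-test, 4 with no fold change minimum and 2 to 9 with 1 array left out (2 without Control replicate 3). For named genes and the other settings, 1555 of 1681 values kept their side of the thresholds, 110 no longer passed, 16 newly passed and 0 called values turned; POMC, which did not pass, went from 0.18 to -0.06 without Control replicate 1. The deposited table holds no background signal, so it sets no limit of detection.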

Differences from the paper's values

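The paper's Table S2 gives HAS2 an unadjusted P of 2.64e-05, where limma gave 5.98e-05 here at the same fold change. For SOX4, the paper's P is 0.000157 and the one here 0.000309, again at the same fold change. Of the alternatives set before the data were examined, leaving out the dimmer transcript clusters and a trended, robust eBayes brought both values within 1.5 times the paper's. The others did not, namely only transcript clusters with 1 gene symbol, renewed quantile normalization, centring on the medians, the methods' t-test, a replicate block, and each array left out in turn. Leaving out the dimmer transcript clusters left 210 of the 476 in Table S2 untested, so that filter cannot be the paper's. The trended, robust eBayes left 66 of the 476 uncalled. Over all 476 transcript clusters of the paper's Table S2, P in the paper was the lower one in 476, with a median ratio of 0.681, and the fold changes differed by at most 5e-06.

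The paper counts 476 altered transcript clusters, 231 higher and 245 lower, at the thresholds used here, which gave 582, 249 and 333. The setting without IDs below the lowest annotated one, chosen after seeing the values, gave 506 calls, 439 of them in Table S2, and left 37 of the paper's own uncalled. As reported, 393 of the paper's 476 were called, and 83 were not; each of the 83 had an unadjusted P of at most 0.0147 here.

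The paper reports a lower HAS3 by qPCR in SAM-treated cells (Figure 3C), whereas the array log2 fold change of HAS3 was 0.16 (SE 0.15) and did not pass the thresholds; HAS2, SOX4 and MUC1 were lower in both. PLAU, SPARC and FABP7, lower in the paper's qPCR, have no named transcript cluster here.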

Other observations

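Genes of the unfolded protein and amino acid stress response had a negative log2 fold change in all 15 members measured (of 22), with 1 lower and 14 not past both thresholds (0 when adjusted over the list alone, 3 at an unadjusted P under 0.05 in limma). The lower one was DDIT4, a stress-induced inhibitor of mTOR signaling, which fell by 1.01 (SE 0.30) on the log2 scale and did not pass without any of 5 of the 6 arrays (-0.72 without Control replicate 2). ATF4, the transcription factor of the amino acid response, had a log2 fold change of -0.50 (SE 0.13), under the fold change threshold. HERPUD1, named only by Table S2, fell by 0.75 (SE 0.21) and did not pass without any of 4 arrays (-0.51 without Control replicate 2). The list had an adjusted p of 0.00142 in the camera test, and an adjusted p = 0.447 with an estimated correlation; Control replicate 2 had the highest mean signal of its members (8.31, against 7.58 to 7.73 in the other controls and 7.46 to 7.54 in the SAM arrays), and without it the median was -0.15 and the adjusted p 0.152. Of 38 cell cycle genes, 35 were measured, 27 with a positive log2 fold change, and 0 passed both thresholds (2 at an unadjusted P under 0.05 in limma, 0 when adjusted over the list alone); the largest increases were those of CCNE2 (0.72, SE 0.31) and CDC25A (0.54, SE 0.18), which regulate entry into S phase; without Control replicate 2 they were 0.38 and 0.35. The list had an adjusted p of 0.00142 in the camera test, and an adjusted p = 0.91 with an estimated correlation. Control replicate 2 had a mean of 7.9 over its members, against 8.5 and 8.54 in the other controls and 8.34 to 8.62 in the SAM arrays, and without it the median was -0.03 and the adjusted p 0.83.

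Genes of the methionine cycle, DNA methylation, tumor suppression and apoptosis held 0 calls. In the methionine cycle and one-carbon metabolism, 22 of 29 genes were measured (median log2 fold change -0.05, camera adjusted p = 0.813) and 0 passed both thresholds (0 at an unadjusted P under 0.05 in limma), with AMD1, which makes decarboxylated SAM for polyamine synthesis, at 0.28 (SE 0.12) and MTR, the methionine synthase, at -0.26 (SE 0.12). In the DNA methylation machinery, 12 of 16 were measured (median -0.04, camera adjusted p = 0.709) and 0 passed (1 at an unadjusted P under 0.05 in limma), with TET2, a methylcytosine dioxygenase, at -0.56 (SE 0.17), past the thresholds without SAM replicate 3 (-0.69), and DNMT3B, a DNA methyltransferase, at -0.34 (SE 0.15). Of 29 tumor suppressors, 16 were measured, 13 with a negative log2 fold change (median -0.10, camera adjusted p = 0.406, fry adjusted p = 0.0448), and 0 passed (1 at an unadjusted P under 0.05 in limma); RASSF1 had a log2 fold change of 0.18 (SE 0.20). Of 32 apoptosis regulators, 18 were measured (median -0.08, camera adjusted p = 0.709) and 0 passed (2 at an unadjusted P under 0.05 in limma), with BCL2 at -0.15 (SE 0.13).

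Of 30 interferon response genes, 20 were measured (median -0.09, camera adjusted p = 0.709; adjusted p = 0.0113 and median -0.21 without Control replicate 1) and 0 passed both thresholds (0 at an unadjusted P under 0.05 in limma); IFI6, named only by Table S2, rose by 0.68 (SE 0.15), and its call ended without Control replicate 3 (0.58). Of 23 inflammatory cytokines, 15 were measured and 1, IL11, was higher, though not without any of 4 arrays (1.07 without SAM replicate 3; list median -0.15, mean -0.03, camera upward with adjusted p = 0.813; median 0.34 and adjusted p = 0.00739 without Control replicate 2). Of 20 markers of leukocytes, endothelium and stroma, which a pure culture should lack apart from those that tumor cells also express, 10 were measured and 0 passed (1 at an unadjusted P under 0.05 in limma; median 0.06, mean -0.02, camera adjusted p = 0.882). Histone genes have a name only through Table S2: of 7, HIST1H2BM, HIST1H2BO (-0.88, SE 0.24) and H3F3B (-0.68, SE 0.15) were lower and 4 did not pass; leaving out 1 array ended the first 2 calls for 4 arrays each (-0.87 and -0.74 without SAM replicate 1) and that of H3F3B for 1 (-0.58 without SAM replicate 2). Of 1133 small noncoding RNAs named by the platform annotation, 7 were higher, 11 lower and 1115 did not pass (0 when adjusted over the list alone; 118 at an unadjusted P under 0.05 in limma). The higher ones were MIR378D1, MIR548Y, MIR500A and MIR4467 and the SNAR-D, SNAR-H and SNAR-G2 genes, which belong to a family of near-identical copies, and the lower ones include MIR100 (-0.97, SE 0.24), which did not pass without any of 4 arrays (-0.81 without SAM replicate 3). In the camera test the list had an adjusted p of 0.709 (median -0.02, direction upward), and of 0.00175 (median 0.05) with the dimmer transcript clusters left out.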
